# Inhalation of itraconazole mitigates bleomycin-induced lung fibrosis *via* regulating SPP1 and C3 signaling pathway pivotal in the interaction between phagocytic macrophages and diseased fibroblasts

**DOI:** 10.1186/s12967-024-05895-0

**Published:** 2024-11-25

**Authors:** Caizhe Pan, Hao Wei, Bi Chen, Lei Wu, Jiayao Song, Qing Zhang, Xinglong Wu, Guibai Liang, Wenhao Chen, Yingshuo Wang, Yicheng Xie

**Keywords:** Idiopathic pulmonary fibrosis, Itraconazole, Inhalation, Fibroblast, Macrophage

## Abstract

**Background:**

Idiopathic pulmonary fibrosis (IPF) stands as a significant contributor to global mortality rates. Presently, there exists a dearth of effective anti-fibrotic treatments for this condition. While itraconazole (ITR) has exhibited potential in mitigating pulmonary fibrosis, its oral administration is hampered by unfavorable pharmacokinetics, which elevate the risk of adverse reactions, thus limiting its clinical utility.

**Methods:**

An inhalable formulation of ITR were engineered which aimed at enhancing its pulmonary dispersion. First, pharmacokinetics were conducted to investigate the blood concentration and tissue residue of ITR after inhalation administration. In addition, bleomycin induced mouse pulmonary fibrosis model was used to compare the therapeutic effects of ITR administered by inhalation and intragastric administration. Finally, single-cell RNA sequencing (scRNAseq) was used to explore the mechanism of ITR inhalation administration.

**Results:**

We found that a large amount of drugs accumulated in the lung tissue for a long time after inhalation administration, thus maximizing the therapeutic effect of drugs. Inhalation of ITR daily at for 21 days significantly attenuated bleomycin-induced lung fibrosis and inflammation in murine models. Additionally, our findings revealed that ITR inhalation diminished the proportion of diseased fibroblasts while promoting reparative fibroblast populations in the murine model. Furthermore, it effectively reversed the proportion of activated phagocytic macrophages. Mechanistically, ITR inhalation exerted its effects by regulating SPP1 and C3 signaling pathway pivotal in the interaction between phagocytic macrophages and diseased fibroblasts.

**Conclusions:**

These insights into the molecular mechanisms underlying ITR’s therapeutic effects on IPF underscore the favorable pharmacokinetic profile conferred by inhalation, thus presenting a promising formulation poised for clinical translation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-024-05895-0.

## Introduction

Pulmonary fibrosis represents the advanced stage of various heterogeneous interstitial lung diseases, characterized primarily by the destruction of lung parenchyma, deposition of extracellular matrix (ECM), and phenotypic alterations in fibroblasts and alveolar epithelial cells [1]. Idiopathic pulmonary fibrosis (IPF) stands out as the most prevalent form among more than 200 identified causes of pulmonary fibrosis [2]. It predominantly arises from a combination of environmental and genetic factors, with recurrent local alveolar epithelial microenvironments playing a pivotal role. These microenvironments serve as triggers for aberrant epithelial-to-fibroblast transformation, fostering the emergence of fibroblasts responsible for matrix production. Consequently, accumulation and remodeling of the extracellular matrix within the pulmonary interstitium occur, culminating in the development of pulmonary fibrosis [3]. Once diagnosed with IPF, the median survival time post-diagnosis is only 2–4 years [4].

Multiple medications have been utilized for the treatment of idiopathic pulmonary fibrosis (IPF). Among them, nintedanib and pirfenidone have demonstrated efficacy and are presently endorsed by the US Food and Drug Administration (FDA) for IPF management [5–8]. Nintedanib targets receptor tyrosine kinases (RTKs) including platelet-derived growth factor receptors α and β, fibroblast growth factor receptors 1, 2, and 3, vascular endothelial growth factor receptors 1, 2, and 3, as well as FLT3 (fms related tyrosine kinase 3). Its application in IPF relies on its capacity to inhibit PDGFR, FGFR, and VEGFR, thereby impeding fibroblast proliferation, migration, and transformation [5]. Conversely, pirfenidone operates by suppressing the overexpression of the transforming growth factor-β1 (TGF-β1) gene, thereby reducing TGF-β1 synthesis and diminishing platelet-derived growth factor (PDGF) and fibroblast growth factor (FGF) synthesis. Consequently, it inhibits fibroblast proliferation and collagen synthesis, exerting anti-fibrotic effects [7]. Nonetheless, both drugs offer only limited alleviation of pulmonary fibrosis symptoms, transiently enhance quality of life, do not prolong lifespan [9], and are associated with specific side effects. Notably, diarrhea is a prevalent adverse reaction to nintedanib in IPF treatment, while elevated transaminase levels may manifest in patients receiving nintedanib [10]. Additionally, approximately 75% of adverse reactions to pirfenidone in IPF treatment pertain to the gastrointestinal tract (such as anorexia, nausea, and vomiting), with potential elevations in transaminase levels as well [11]. Consequently, there exists a necessity to explore novel pharmaceutical agents and delivery mechanisms to achieve superior therapeutic outcomes in the management of pulmonary fibrosis.

Itraconazole (ITR) stands as a widely utilized antifungal agent known for its effectiveness in treating allergic bronchopulmonary aspergillosis (ABPA) [12–14]. Recent research has shed light on its potential as an inhibitor of myofibroblast differentiation derived from diverse animal and human tissues, including the lung, liver, heart, and skin. Notably, it suppresses the expression of transforming growth factor-β1 (TGF-β1), a potent inducer of gene expression for α-smooth muscle actin (α-SMA), collagen type I alpha 1 (COL1A1), collagen type III alpha 1 (COL3A1), and connective tissue growth factor (CTGF) in human lung fibroblasts [15]. Significant pharmacokinetic variability has been observed among cystic fibrosis patients, with most individuals maintaining sputum concentrations of ITR below the minimum inhibitory concentration (MIC90) [16]. Consequently, modifying the delivery mode of ITR presents a potential solution to address these challenges. Inhalation therapy has emerged as a cornerstone in the management of chronic respiratory conditions [17, 18]. By administering ITR *via* inhalation, it can directly target the lungs, thereby elevating local drug concentrations, improving therapeutic efficacy, circumventing hepatic first-pass metabolism, and minimizing systemic adverse effects. Inhalation therapy thus offers a promising strategy to overcome the limitations and side effects associated with oral administration of ITR.

In this stud*y*, inhalation of ITR demonstrated significant reduction in the production of fibrotic factors within lung tissue, leading to a notable mitigation of bleomycin-induced pulmonary fibrosis in mice. Notably, following inhalation administration of ITR, drug concentrations within the lungs were substantially higher compared to oral administration, highlighting the advantageous direct targeting of the lung tissue, resulting in heightened efficacy and reduced occurrence of adverse reactions. Moreover, findings from a single-cell RNA sequencing (scRNAseq) analysis revealed that ITR facilitated the proliferation of reparative fibroblasts while concurrently reducing the population of activated pathological fibroblasts. Additionally, ITR induced activation of phagocytic and cell-killing pathways within type 1 macrophages, alongside facilitating enhanced cell communication between type 1 macrophages exhibiting phagocytic capabilities and pathological fibroblasts. These compelling outcomes provide substantial support for the utilization of inhalation-based ITR as a promising novel therapeutic approach for the treatment of idiopathic pulmonary fibrosis (IPF).

## Materials and methods

### Animals and bleomycin-induced pulmonary fibrosis model

ICR female mice (22–25 g) were purchased from Slaccas Animal Co., Ltd (certificate: SCXK 2022-0012, Shanghai, CHN). All experimental mice were raised in the Experimental Animal Center of Zhejiang University, with the ambient temperature set at 22 ± 2 °C, 40–70% humidity under 12:12 h light/dark photocycle and provided ad libitum access to food and water. All procedures were conducted in accordance with the guidelines of the Zhejiang University Animal Care and Use Committees, following the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines. Female ICR mice aged eight to ten weeks were utilized in the bleomycin-induced fibrosis models and were housed in groups of 8–10 mice. Briefly, different concentration gradients of ITR treatment commenced on the day of bleomycin administration in the preventive groups. In the therapeutic groups, ITR treatment commenced 7 days after bleomycin administration. Mice were anesthetized with isoflurane, immobilized in the supine position, the neck skin was disinfected and incised, the trachea was exposed, and 25 µL of 1 mg/mL bleomycin sulfate solution diluted with PBS (9041-93-4, Aladdin, CHN) was administered into the lungs by spray through the Liquid Aerosol Devices (Shanghai Yuyan Instruments Co., Ltd., China). Control mice were intratracheally administered with 25 µL of PBS. Subsequently, the incision in the neck skin was sterilized and sutured.

In all experiments, ICR mice were randomized into treatment and control groups. For the treatment group, ITR (A-10511902001, Shandong Shouguang Fukang Pharmaceutical Co., Ltd., CHN) was administered by inhalation at doses of 1.4, 4.1, or 12.4 mg/kg/day or via gavage at 30 mg/kg/day. The control group received an equivalent volume of physiological saline. The preventive (commencing on the same day as bleomycin administration) and therapeutic groups (commencing on the 7th day after bleomycin administration) received treatments once daily for 21 days. All animals were weighed every 4 days during the experiment. Mice were euthanized by CO_2_ on the second day following the final administration. The left lung and a portion of the right lung of mice were ligated to collect neutrophils, lymphocytes, and macrophages via bronchoalveolar lavage fluid (BALF). Pathological sections of the upper left lung were obtained for hematoxylin and eosin (H&E) and Masson’s staining and subjected to semi-quantitative analysis. The lower halves of the left and right lungs, excluding those subjected to alveolar lavage, were immediately stored in a refrigerator at -80 °C for subsequent qPCR and ELISA analyses.

### Environment and method of inhalation administration

A whole-body exposure chamber was used for the inhalation administration. The aerosol was generated using the PARI BOY compression atomizing inhaler (Baerui GMBH, Germany). The total spray output was 600 mg/min, the median particle diameter was 3.5 μm and the percentage of particles less than 5 μm was 67%. In addition, the environmental conditions for atomizing inhalation drug delivery were 20 ~ 26℃ and 40% ~ 70% humidity.

In this experiment, the longest exposure time was less than 36 min. Therefore, the control and model groups were atomized with excipient solution for 36 min. Among them, the volume of the atomizing exposure chamber was 45 × 45 × 25 cm (50 L), which was more than 10 times the total volume of the animal (weight × number /0.05). At the same time, it met the minimum gas demand requirements of static inhalation poisoning (weight × 100 × poisoning time). In addition, the mice in the atomized exposure box were placed in a wire cage (10 × 10 × 12 cm) in an independent space to ensure free movement. At the same time, it was equipped with an outlet hole and a filter (graphite) device to ensure that the pressure inside the box was unchanged. The above met the design and ethical requirements of the whole-body exposure chamber system.

### Pharmacokinetics and tissue distribution of ITR administration

A total of 32 SD rats were randomly assigned to three groups, each consisting 8 rats with an equal distribution of males and females. The groups were designated for ITR inhalation at doses of 0.5, 1.5 and 4.4 mg/kg. Subsequently, blood samples were collected and placed in EDTA-K2 anticoagulant tubes, followed by centrifugation at 5,000 rpm for 10 min to obtain plasma, which was then stored at -80 °C for subsequent analysis. Following blood collection, lung tissues were swiftly excised during surgery and stored at -80 °C. Prior to analysis, lung tissues from the same anatomical position were weighed, and normal saline was added to achieve a tissue mass to normal saline volume ratio of 1:4 (g: mL). The concentration of itraconazole in rat plasma and lung tissues was determined using liquid chromatography-mass spectrometry (HPLC-MS/MS, AB5500, SCIEX AB, USA), with the HPLC-MS/MS program validated according to international standards. Pharmacokinetic parameters were calculated using DAS software 3.0 (Shanghai University of Traditional Chinese Medicine, CHN) based on blood concentration data.

### Determination of drug concentration in the aerosol of atomization dosing box

ITR was formulated into an inhalation suspension with a concentration of 20 mg per 4 mL. The particle size of ITR drug in suspension was determined by laser particle size analyzer (SYMPATICHELOS/BR-multi, GER), of which 50% particle size was between 1.5 ~ 3.5 μm, and 90% particle size was ≤ 6.0 μm. Following the filling of aerosolized ITR into the atomization drug delivery box, 47 mL of gas was extracted from the medication box using a 50 mL syringe (with a pre-extraction of 3 mL of mobile phase). The syringe was subsequently sealed with a rubber stopper, allowed to stand for 1 min, and then vigorously shaken. Subsequently, 3 mL of the mobile phase was collected and quantified using HPLC-MS/MS. The concentration of aerosol drug was 329.4 ng/mL.

### Immunocyte assay of bronchoalveolar lavage fluid

The left lung and part of the right lung were ligated and intubated, and bronchoalveolar lavage was performed using 0.15 mL of PBS, repeated three times. The bronchoalveolar lavage solution was thoroughly mixed, and white blood cells were enumerated under a microscope. The precipitate was then centrifuged at 2,000 rpm for 10 min and used for smear preparation. Wright-Giemsa staining was employed, and 200 cells were counted under the microscope after air drying at room temperature. Counts of neutrophils, lymphocytes, and macrophages were recorded for subsequent statistical analysis.

### Lung histopathology

The left upper lung was fixed with a 10% neutral buffered formalin solution. Subsequently, tissues were gradually dehydrated in varying concentrations of ethanol and a transparent agent, embedded in paraffin, sectioned into 3 μm slices, and stained with hematoxylin-eosin (H&E). These samples were examined and photographed under a light microscope. Pathologists scored and recorded findings in a double-blind manner using the Ashcroft score. Additionally, the remaining left lung tissue was stained with Masson’s trichrome stain, observed, and photographed under a microscope (BX51, Olympus, Japan). The area of positive expression in pathological images was quantified using Image-Pro Plus software 6.0 (Media Cybernetics, USA) for subsequent statistical analysis. The severity of fibrosis was determined by the Ashcroft score, utilizing a predetermined scale ranging from 0 (normal) to 8 (total fibrosis) (Supplemental Table S1). The grading criteria for H&E staining of lung tissue inflammation pathology were applied (Supplemental Table S2).

### Real-time quantitative polymerase chain reaction

The remaining left lung tissue was promptly frozen at -80 °C. Total RNA was extracted using TRIzol reagent (03877, CWbio, CHN) according to the manufacturer’s instructions. RNA concentration and A260/A280 ratios (1.8–2.0) were measured using a microspectrophotometer. RNA was reverse transcribed into cDNA following the instructions of the reverse transcription kit. Real-time quantitative polymerase chain reaction (qPCR) was performed using a 7500 Real-Time PCR system (Applied Biosystems, USA) to assess the expression of *α-SMA* and *Fibronectin* mRNA. The PCR reaction mixture comprised 10.4 µL of 2× UltraSYBR mixture (01171/40329, CWbio, CHN), 0.4 µL of sense and antisense primers, 2.0 µL of template cDNA, and double RNase-free water (40321, CWbio, CHN) to reach a final volume of 20 µL. The cycling conditions were as follows: 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 60 s. Each sample was run in triplicate, and results were analyzed using the 2^−ΔΔCt^ method. Primer sequences are provided in Table 1.

**Table 1:** qPCR primers list

Gene name	Primer	5’-3’
α-SMA	F	TGCTGGACTCTGGAGATGGTGTG
	R	CGGCAGTAGTCACGAAGGAATAGC
Fibronectin	F	ATGAGAAGCCTGGATCCCCT
	R	GGGGGTCTTTTGAACTGTCTTC
β-actin	F	TATCCTGGCCTCACTGTCCA
	R	AAGGGTGTAAAACGCAGCTCA

### Enzyme linked immunosorbent assay

The lung tissue was thoroughly homogenized and mixed with 300 µL of pre-cooled PBS solution. Following centrifugation of the mixture at 1,000× g for 5 min, a portion of the supernatant was diluted 20 times, and the protein concentration was assessed using a protein detection kit (Biosharp, CHN). Mouse IL-6, mouse IL-1β, mouse KC, and mouse TIMP ELISA kits (F10830, F10770, F10254, F11610, Xitang Biotech, CHN) were procured for ELISA detection and analysis. Each sample was analyzed using 100 µL, and all procedural steps were conducted in accordance with the instructions provided with the kits.

### Hydroxyproline assay

Levels of hydroxyproline in the lung tissues were assessed using the Masson’s Hydroxyproline assay kit (A030-2-1, Nanjing Jiancheng Bio, CHN) via a micro-method following the manufacturer’s protocol. Initially, 10 mg of pulverized frozen lung tissue was homogenized in 100 µL of concentrated hydrochloric acid (HCl, 12 M) and hydrolyzed at 120 °C for 3 h. Subsequently, 5 µL of each sample in triplicate was utilized for the assay, and absorbance readings were obtained at 560 nm.

### Immunohistochemistry

The 3 μm paraffin slides of mouse lung tissue were first deparaffinized using xylene and rehydrated through a graded ethanol series. To block endogenous peroxidase activity, the slides were immersed in 3% hydrogen peroxide (H₂O₂) for 10 min. Antigen retrieval was achieved by adding a boiled citrate repair solution to the slides. After washing, the slides were blocked using the goat serum sealer for 30 min at 37 °C. The slides were then incubated with the indicated primary antibodies (α-SMA: ab5694, abcam, UK; FIBRONECTIN: 26836, CST, USA) overnight at 4 °C. Following incubation with the primary antibodies, the slides were treated with a biotinylated secondary antibody for 30 min at 37 °C. Adding SABC (SA2010, BOSTER, CHN) on the slide to incubate for 30 min at 37 °C. Staine was achieved using DAB (AR1027-3, BOSTER, CHN) substrate chromogen mixture for 10 min. Then, the slides were counterstained with hematoxylin. Finally, the slides were examined under a digital slice scanner (SR-RBF-001-V3, CONVERGENCE TECHNOLOGY, CHN) and analysis by ImageJ (1.52n, NIH, USA).

### Single-cell RNAseq

#### Tissue dissociation and preparation of single-cell suspensions

Lung tissues were collected from both the BLM and the ITR treatment groups. Subsequently, the tissues were thoroughly cleaned and dissociated into single cells using a dissociation solvent composed of 0.35% collagenase IV, 2 mg/mL papain, and 120 units/mL DNase I. The dissociation process occurred in a water bath shaker at 37 °C for 20 min at 100 rpm. Following dissociation, the reaction was halted by adding 1× PBS containing 10% fetal bovine serum (FBS), and the cell suspension was obtained by repetitive pipette gun blowing (5–10 times). The resulting cell suspension was filtered through a 70 –30 μm cell sieve and centrifuged at 300× g at 4 °C for 5 min to collect the cell precipitate. The cells were then suspended in 100 µL of 1× PBS (0.04% BSA) solution, and 1 mL of red blood cell lysate (Macs 130-094-183, 10×, USA) was added for 2–10 min at room temperature or on wet ice to remove red blood cells. After the lysis process, the suspension was centrifuged at 300×g for 5 min at room temperature, and the resulting cell precipitate was collected. Next, 100 µL of reagent for removing dead cells was added, and after the reaction, the reagent was removed. The suspension was then resuspended in 1× PBS and centrifuged at 300× g at 4 °C for 3 min. The cell pellet was resuspended in 50 mL of 1× PBS. Using the Countess II automatic cell counter (ABI, USA), cell viability exceeding 85% was confirmed through the trypan blue exclusion method, and the cell number was counted using a blood cell counting plate or the countess II automatic cell counter. Finally, the cell concentration was adjusted to 700–1,200 cells/µL.

### Cell capture and cDNA synthesis

Using the Single Cell 3’ Library and Gel Bead Kit V3.1 (1000121, 10× Genomics, USA) and Chromium Single Cell G Chip Kit (1000120, 10× Genomics, USA), the cell suspension (300–600 living cells per µL determined by Count Star) was loaded onto the Chromium Single Cell Controller (10× Genomics, USA) to generate single-cell gel beads in emulsion, following the manufacturer’s protocol. In brief, single cells were suspended in PBS containing 0.04% BSA. Approximately 6,000 cells were added to each channel, with the target cell recovery estimated to be about 3,000. Captured cells were lysed, and the released RNA was barcoded through reverse transcription in individual GEMs (Gel Beads in Emulsion). Reverse transcription was carried out on an S1000TM Touch Thermal Cycler (Bio-Rad) at 53 °C for 45 min, followed by 85 °C for 5 min, and held at 4 °C. Subsequently, the cDNA was generated, amplified, and its quality was assessed using an Agilent 4200 (performed by CapitalBio Technology, CHN).

### Single-cell RNA-Seq library preparation

According to the manufacturer’s introduction, single-cell RNA-seq libraries were constructed using Single Cell 3’ Library and Gel Bead Kit V3.1 (1000121, 10× Genomics, USA). The libraries were finally sequenced using an Illumina Novaseq6000 sequencer with a sequencing depth of at least 100,000 reads per cell with a pair-end 150 bp (PE150) reading strategy (performed by CapitalBio Technology, CHN).

### Cellranger pipeline

The Cell Ranger software was obtained from the 10× Genomics website. 

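The count module maps each read to the genome and collapses reads that share a cell barcode, a gene and a unique molecular identifier (UMI), so that 1 UMI stands for 1 captured RNA molecule. The deposited matrices hold the UMIs of 32285 genes in every barcode, before cells were told from empty droplets. The Model matrix lists 1690971 barcodes and the ITR matrix 1769177, of which 1427239 and 1502115 held at least 1 UMI.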

Alignment, filtering, barcode counting, and UMI counting were performed with the cell ranger count module to generate a feature-barcode matrix and determine clusters. Dimensionality reduction was performed using PCA, and the first ten principal components was used to generate clusters by the K-means algorithm and graph-based algorithm, respectively.

### Seurat pipeline

The other clustering method is Seurat 3.0 (R package). Cells whose gene number was less than 200 or whose gene number ranked in the mitochondrial gene ratio was more than 25% were regarded as abnormal and filtered out. 

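With the same limits on genes and mitochondrial UMIs, 157 barcodes called as cells were removed from the Model library and 297 from the ITR library for having under 200 genes. Over 25% of the UMIs were mitochondrial in 168 Model and 321 ITR barcodes, some of which also had too few genes.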

Dimensionality reduction was performed using PCA, and TSNE and UMAP realized visualization.

### Enrichment analysis

GO enrichment, KEGG enrichment, Reactome enrichment, and Disease enrichment (mouse only) of cluster markers were performed using KOBAS software with Benjamini-Hochberg multiple testing adjustment, using the top 20 markers gene of the cluster. The results were visualized using the R package.

### GSEA assay (Gene Set Enrichment Analysis)

GSEA was performed using GSEA software version 2.2.2.4, which uses predefined gene sets from the Molecular Signatures Database (MSigDB v6.2). All genes detected in all cells of one sample were used. Gene expression data was calculated by the mean umi count of genes in one cluster and the rest cluster. The minimum and maximum criteria for selecting gene sets from the collection were 0 and 500 genes, respectively.

### Single-cell trajectories analysis

Single-cell trajectories were built with Monocle (R package) that introduced pseudotime. Genes were filtered by the following criteria: Expressed in more than 10 cells; The average expression value was more significant than 0.1; Qval was less than 0.01 in different analyses.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 9.0 software (San Diego, CA, USA). Error bars depict the standard error of each experiment’s mean (S.E.M.). One-way analysis of variance followed by Tukey’s post hoc test was used to evaluate the differences between various experimental and control groups when there were more than two groups. Post-tests were run only if F achieved *p* < 0.05. Student’s t-test was used to determine the significance of the difference between the two groups. *P* < 0.05 were considered statistically significant. Statistical power analysis was used to ensure adequate sample size for detecting significant differences between samples. The variance is similar between groups that are being statistically compared.

## Results

### The pharmacokinetics and tissue distribution of ITR inhalation

We conducted an investigation on the pharmacokinetics of ITR in rats through inhalation at three different concentrations (Fig. 1A). The mass spectrometry fingerprint of the drug, as determined through the HPLC-MS/MS assay, was validated (Fig. 1B). Following administration, drug concentrations were evaluated in rat plasma at various time points, and a concentration-time curve was generated (Fig. 1C). Moreover, drug concentration were also determined in various organs at 1, 4 and 24 h after ITR inhalation, which revealed predominant localization of ITR in the lungs with much lower concentrations observed in other organs such as the stomach, intestines, and liver. Notably, the concentration of ITR in the lungs was found to be 12 times higher than that in the stomach after 4 h of treatment. Additionally, within 24 h, ITR remained predominantly concentrated in the lungs, sustaining a high concentration (Fig. 1D). In addition, the single inhalation of ITR (0.5, 1.5, 4.4 mg/kg) in rats revealed a positive correlation between rat plasma Cmax and AUClast with the administered dose, indicating a linear pharmacokinetic process of ITR in rats (Fig. 1E). And ITR high-dose group (4.4 mg/kg) had shorter peak time (Tmax), faster clearance rate (Cl_F_obs), and shorter half-life (HL_Lambda_z), indicating that the drug can be distributed and metabolized faster at higher concentrations in rats (Fig. 1E).

**Fig. 1:**
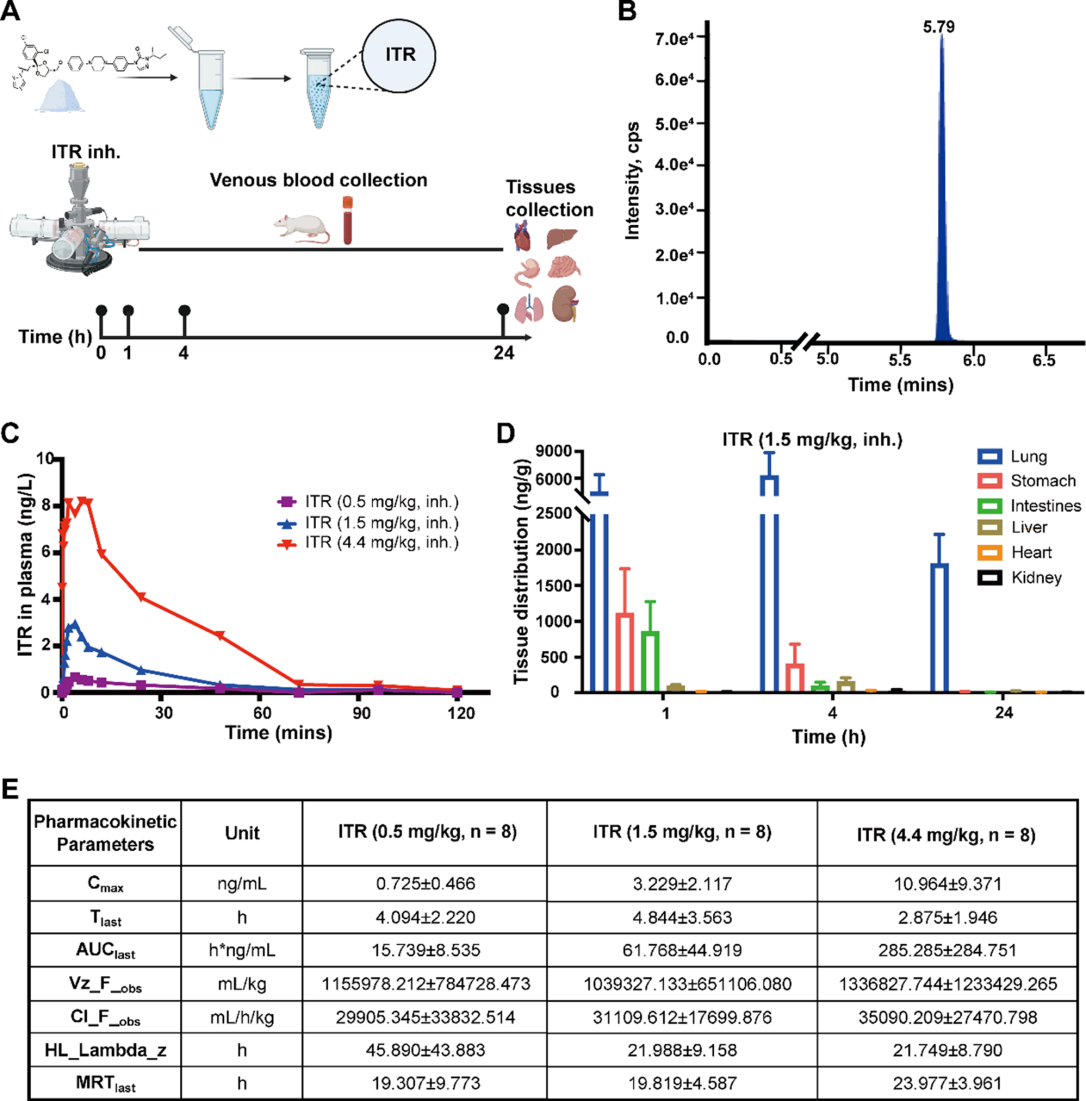
Pharmacokinetics of inhalation of ITR in rats. **(A)** The flow chart of the experiment. **(B)** A chromatogram of ITR. **(C)** the plasma concentration-time curve was determined in rats. **(D)** ITR concentrations in different organs after a single inhalation of ITR in rats at 1, 4, and 24 h. **(E)** Summary of pharmacokinetic parameters of ITR in rats

### Preventative treatment of ITR inhalation alleviates the BLM-induced pulmonary fibrosis in mice

A mouse model of the BLM-induced pulmonary fibrosis was established to evaluate the effects of ITR inhalation using a whole-body exposure chamber when applied preventatively, compared to the effects of intragatric ITR administration (Fig. 2A). Within the first 20 days post-administration, there were no significant differences in body weight among the groups (Fig. 2B). In contrast to the model group, ITR by both inhalation and intragatric administration markedly reduced the number of inflammatory cells (Fig. 2C-F). Histological examination using H&E staining showed that the model group exhibited distinct “honeycomb lung” patterns, with damaged, forming fibrotic bands or small fibrotic clusters. ITR administration (30 mg/kg, ig.; 1.4 mg/kg, inh.; 4.1 mg/kg, inh.; 12.4 mg/kg, inh.) alleviated the symptoms of the BLM-induced histological patterns of pulmonary fibrosis (Fig. 2G). Interestingly, intragastric ITR administration at 30 mg/kg and ITR inhalation at 12.4 mg/kg were significantly efficient when evaluated by Ashcroft score (Fig. 2H). ITR administration (30 mg/kg, ig.; 1.4 mg/kg, inh.; 4.1 mg/kg, inh.; 12.4 mg/kg, inh.) significantly reduced the BLM-induced elevated protein concentration of hydroxyproline, IL-1β, IL-6, TIMP-1 and KC in the lungs (Fig. 2K-O). In addition, ITR administration (4.1 mg/kg, inh.; 12.4 mg/kg, inh.) ameliorated the BLM-induced mRNA expression of fibrosis-related genes - *α-SMA* and *Fibronectin* (Fig. 2P-Q) and their protein expression in the lungs (Fig. 2R-U). Compared to intragastric ITR administration at 30 mg/kg, ITR inhalation at 12.4 mg/kg was also more efficient to reduce the BLM-induced elevation of hydroxyproline (12.4 mg/kg, inh. vs. 30 mg/kg, ig., 379.70 ± 31.18 vs. 617.60 ± 53.23, *p* < 0.01, Fig. 2K), and *Timp-1* (12.4 mg/kg, inh. vs. 30 mg/kg, ig., 26.36 ± 1.97 vs. 45.29 ± 1.78, *p* < 0.001, Fig. 2N), *KC* (1.4 mg/kg, inh. or 4.1 mg/kg, inh. or 12.4 mg/kg, inh. vs. 30 mg/kg, ig., 8.54 ± 0.37 or 7.85 ± 1.30 or 8.38 ± 1.03 vs. 13.10 ± 0.68, *p* < 0.001, Fig. 2O) and *Fibronectin* expression (4.1 mg/kg, inh. or 12.4 mg/kg, inh. vs. 30 mg/kg, ig., 1.39 ± 0.23 or 1.04 ± 0.09 vs. 3.35 ± 0.55, *p* < 0.01 or *p* < 0.001, Fig. 2Q). These results indicate that preventative treatment of ITR inhalation can efficiently ameliorate the BLM-induced pulmonary fibrosis, which was superior than the intragastric administration even at a higher drug dose.

**Fig. 2:**
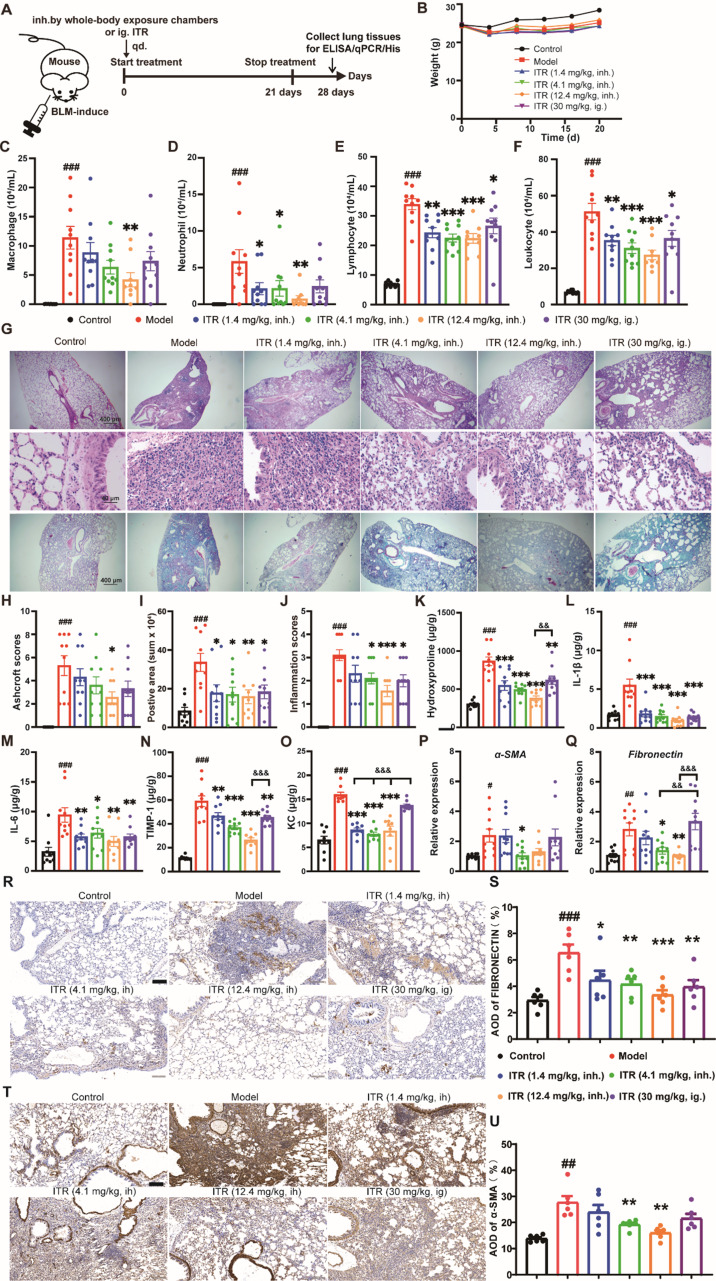
Prophylactic inhalation of ITR alleviates BLM-induced pulmonary fibrosis in mice. (**A**) The experimental design was shown. Lung tissues were collected the day after the last administration. (**B**) Mouse weight was evaluated during the treatments. (**C-F**) The number of neutrophils, lymphocytes, macrophages, and leukocytes in the BALF. (**G**) H&E staining shows infiltration of eosinophils in the lung. Scale bar, 40 μm and 400 μm. Masson’s staining shows collagen deposition in the lung. Scale bar, 400 μm. (**H**-**J**) Ashcroft scores, Positive Area, and Inflammation scores were evaluated after H&E staining. (**K**-**O**) The protein content of Hydroxyproline, IL-1β, IL-6, TIMP-1, and KC in the lung was detected by ELISA. (**P**,** Q**) The relative mRNA expression of *α-SMA* and *Fibronectin* was assessed by qPCR. (**R**) Representative images of immunohistochemical staining of FIBRONECTIN. (**S**) ITR reduces the BLM-induced FIBRONECTIN accumulation in the lungs. (**T**) Representative images of immunohistochemical staining of α-SMA. (**U**) ITR reduces the BLM-induced α-SMA accumulation in the lungs. *n* = 8–10 mice/group. One-way ANOVA followed by Tukey’s post hoc test, ^#^: vs. Control, ^#^*p* < 0.05, ^##^*p* < 0.1, ^###^*p* < 0.001; *: vs. Model, *p < 0.05, **p < 0.01, ***p < 0.001; ^&^: vs. ITR (30 mg/kg, ig.), ^&&^*p* < 0.1, ^&&&^*p* < 0.001. Data are presented as mean ± SEM

### Therapeutic administration of ITR alleviates the BLM-induced pulmonary fibrosis in mice

In addition to prophylactic administration, we also designed therapeutic administration experiments. Unlike synchronous administration, therapeutic administration was initiated 7 days after modeling pulmonary fibrosis in mice (Fig. 3A). Within the initial 20 days post-administration, the groups had no significant differences in body weight (Fig. 3B). In contrast to the model group, ITR administration markedly reduced the number of inflammatory cells, including macrophages, neutrophils, lymphocytes, and leukocytes (Fig. 3C-F). Histological examination using H&E staining revealed that, compared to the control group, the model group exhibited distinct “honeycomb lung” patterns. The lung tissue in the model group was damaged, forming fibrotic bands or small fibrotic clusters. Various modes of ITR administration (30 mg/kg, ig.;1.4 mg/kg, inh.; 4.1 mg/kg, inh.; 12.4 mg/kg, inh.) were likely to alleviate the symptoms of BLM-induced pulmonary fibrosis in comparison to the model group (Fig. 3G). H&E staining results showed that similar to synchronous administration, therapeutic administration of ITR was also influential in alleviating pulmonary fibrosis symptoms in mice compared to the model group (Fig. 3H). Identical to synchronous administration, inhalation at a lower dose of ITR (12.4 mg/kg, inh.) significantly reduced Ashcroft scores (Fig. 3I). In contrast with intragastric administration ITR (30 mg/kg, ig.), aerosol inhalation ITR (12.4 mg/kg, inh.) significantly decreased the elevation of hydroxyproline (12.4 mg/kg, inh. vs. 30 mg/kg, ig., 600.10 ± 89.76 vs. 986.60 ± 143.50, *p* < 0.05, Fig. 3K) and *KC* (12.4 mg/kg, inh. vs. 30 mg/kg, ig., 3.29 ± 0.57 vs. 5.56 ± 0.51, *p* < 0.01, Fig. 3O).

**Fig. 3:**
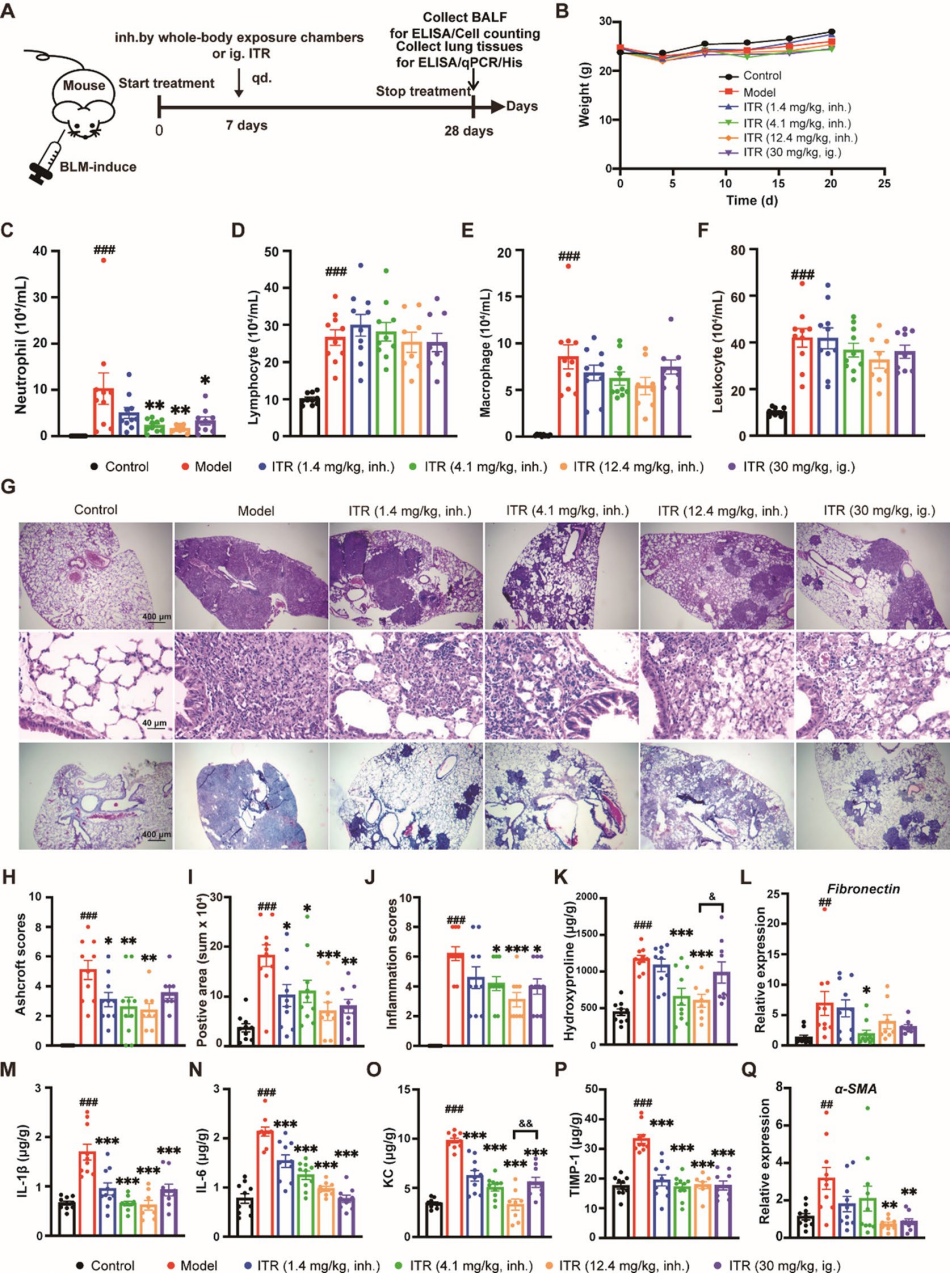
Therapeutic inhalation of ITR alleviates BLM-induced pulmonary fibrosis in mice. (**A**) The experimental design was shown. Lung tissues were collected the day after the last administration. (**B**) Mouse weight was evaluated during the treatments (from the day of drug treatment, the weight was measured every 5 days). (**C-F**) The number of neutrophils, lymphocytes, macrophages, and leukocytes in the BALF. (**G**) The relative mRNA expression of *Fibronectin* was assessed by qPCR. (**H**) H&E staining shows infiltration of eosinophils in the lung. Scale bar, 40 μm and 400 μm. Masson’s staining shows collagen deposition in the lung. Scale bar, 400 μm. (**I-K**) Ashcroft scores, Positive Area and Inflammation scores were evaluated after H&E staining. (**L**) ELISA detected the protein contents of Hydroxyproline in the lung. (**M**) The relative mRNA expression of *Tgf-β1* was assessed by qPCR. (**N**-**Q**) The protein content of IL-1β, IL-6, KC, and TIMP-1 in the lung was detected by ELISA. (**R**) The relative mRNA expression of *α-SMA* was assessed by qPCR. *n* = 8–10 mice/group. One-way ANOVA followed by Tukey’s post hoc test, ^#^: vs. Control, ^#^*p* < 0.05, ^##^*p* < 0.1, ^###^*p* < 0.001; *: vs. Model, *p < 0.05, **p < 0.01, ***p < 0.001; ^&^: vs. IT*R* (30 mg/kg, ig.), ^&^*p* < 0.05, ^&&^*p* < 0.1. Data are presented as mean ± SEM

### Single-cell RNA-Seq identifies multiple cell clusters in the lung

To further investigate the mechanism of ITR inhalation in alleviating pulmonary fibrosis, the lung tissues of the model group and preventive treatment group were collected to conduct Single-cell-seq. 

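Each group was represented by 1 library, prepared according to the sample labels from the pooled lungs of 6 mice. The mouse of origin is not recorded for a cell, so the spread between mice is unknown and no difference between the groups has a replicate check. Both groups had received 25 μL of bleomycin at 1 mg/mL and were collected on day 21 by the labels. For the treated group the paper gives 12.4 mg/kg of inhaled ITR daily for 21 days, and the labels a 2.5 mg/mL solution of a drug under a code name, inhaled for 1 h per day until day 20. The labels also name a mouse strain other than ICR and 60000 to 90000 reads per cell, where the methods give at least 100000. The authors deposited UMI counts per gene and barcode without normalization, and those counts are the depth used here. The Model library held 108779562 UMIs and the ITR library 106123611.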

Transcriptomic analysis of individual cells was performed using 10×Genomics Single-cell-seq (Fig. 4A). 

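Cells were called from all barcodes by a rebuilt form of the Cell Ranger procedure. Barcodes above an order-of-magnitude cutoff (6273 UMIs in the Model and 5940 in the ITR library) gave 5321 and 5463 cells, and barcodes of at least 500 UMIs whose profile departed from that of the empty droplets at a false discovery rate of 0.01 were added. After the filters 12637 Model cells with a median of 5057 UMIs and 2043 genes remained, and 11982 ITR cells with a median of 5221.5 UMIs and 2070.5 genes. These cells held 92.4% and 91.7% of all UMIs. With the cutoff alone 5316 and 5444 cells remained, the largest change that any choice made to these numbers. Doublets were kept, and their removal was tried as an alternative. Free RNA differed between the suspensions: the club cell transcript Scgb1a1 took 13.5% of the UMIs of empty droplets in the Model library and 18.4% in the ITR library. Levels of a gene are given as CPM, the UMIs of the gene summed over a group of cells and scaled to 1000000 UMIs of that group. Exact Poisson intervals for sums of UMIs and exact binomial intervals for shares of cells, both at 95%, cover counting error only.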

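The 24619 cells of both libraries were clustered together on 2000 variable genes and 30 principal components, without the 31 genes named in the single-cell results, and the clusters were named from marker sets by a rule that was set after the clusters had been seen. Of 43 clusters 34 took a name, and they formed 19 classes. Besides classes for B cells, T cells, NK cells, neutrophils, alveolar macrophages, macrophages, dendritic cells, basophils or mast cells, endothelial cells, fibroblasts, smooth muscle cells, alveolar type II cells, ciliated cells and mesothelial cells, there were classes of monocytes, plasma cells, type 2 innate lymphoid cells, erythroid cells and Schwann cells. Across the 8 alternatives of the clustering the number of classes was between 16, with doublets removed, and 21, at a finer resolution. A class is called by its markers with the ending -like, as its names were rebuilt and not taken from the authors.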

Using PanglaoDB and Cellmarker2.0 database, 16 major cell types were identified, including B cells, alveolar macrophages, neutrophils, T cells, macrophages, endothelial cells, NK cells, fibroblasts, smooth muscle cells, alveolar type II cells, epithelial cells, ependyml cells, mesothelial cells, dendritic cells, and basophilic cells. 

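B cell-like cells made up 14.6% (14.0 to 15.2) of the Model cells and 10.2% (9.70 to 10.8) of the ITR cells. T cell-like cells came to 14.3% and 13.4% of the Model and ITR cells, alveolar macrophage-like cells to 11.3% and 9.71%, and neutrophil-like cells to 10.3% and 7.503%. For macrophage-like cells the shares were 9.62% and 9.31%, for endothelial cell-like cells 8.78% and 8.85%, and for fibroblast-like cells 5.53% and 5.63%, and in the main setting each of these 3 differences lay within counting error, which did not hold in every setting. The difference in macrophage-like cells was 2.08 points (0.749 to 3.41) with the order-of-magnitude cutoff alone, 1.25 under the stricter limits on cells, 1.11 at the doubled resolution and -0.837 (-1.51 to -0.165) with doublets removed. With doublets removed that in endothelial cell-like cells was -1.04 (-1.78 to -0.303) and that in fibroblast-like cells 1.61 (0.960 to 2.26). At the doubled and the halved resolution the endothelial cell-like difference also lay below 0, at -0.781 and -0.739, and the fibroblast-like one lay above 0 with the study's genes kept, at 0.997, and under the stricter limits, at 0.645. Smooth muscle cell-like cells rose from 2.04% to 3.47%. Monocyte-like cells took 2.85% and 2.13%, dendritic cell-like cells 3.17% and 2.90%, NK cell-like cells 2.92% and 2.62%, and alveolar type II cell-like cells 1.87% and 1.72%. With doublets removed the alveolar type II cell-like shares were 0.220% and 0.905%, a difference of 0.685 points (0.485 to 0.896). The differences in neutrophil-like and monocyte-like cells, -2.78 and -0.721, came to -0.299 and -0.262 with the order-of-magnitude cutoff alone, within counting error. The remaining 7 classes each held under 1% of either library. Among the alveolar macrophage-like cells, 1 cluster of 29 Model and 26 ITR cells was led by T cell genes outside the marker sets, such as Lef1 and Themis. With the order-of-magnitude cutoff alone, the difference in B cell-like cells turned from -4.36 to 0.919 percentage points and that in T cell-like cells from -0.962 to 2.15, or to 0.0412 under the stricter limits on cells. With each library scaled on its own, the difference in alveolar macrophage-like cells turned from -1.59 to 3.94 points. It moved the other way, to -7.49 (-9.12 to -5.86), with the order-of-magnitude cutoff alone, and to -3.04 (-3.90 to -2.17) at the doubled resolution.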

16 major cell proportions were identified based on their top 10 genes (Fig. 4B-D). To fully understand the cell composition unsupervised clustering was performed using shared neighbors and tSNE, dividing the cells into 31 clusters (Fig. 4E-F) with the comparisons between the model and ITR group, analyzed based on the top 10 genes of each subtype (Fig. 4G-H).

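In the present clustering 9 of the 43 clusters stayed unnamed, with 1291 Model cells (10.2%) and 2421 ITR cells (20.2%). The largest of them held 708 Model and 1316 ITR cells with a median of 617.5 UMIs per cell, and fewer than 3 markers of any class were raised in it. A cluster of immature neutrophils, led by Ngp and Camp, had 162 Model and 20 ITR cells. A fibroblast-like cluster led by Tnc, Tnn and Cthrc1 held 86 Model and 12 ITR cells, with a median of 28188 UMIs. With 1 library per group, a cluster found mostly in 1 library can belong to that library rather than to the treatment.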

**Fig. 4:**
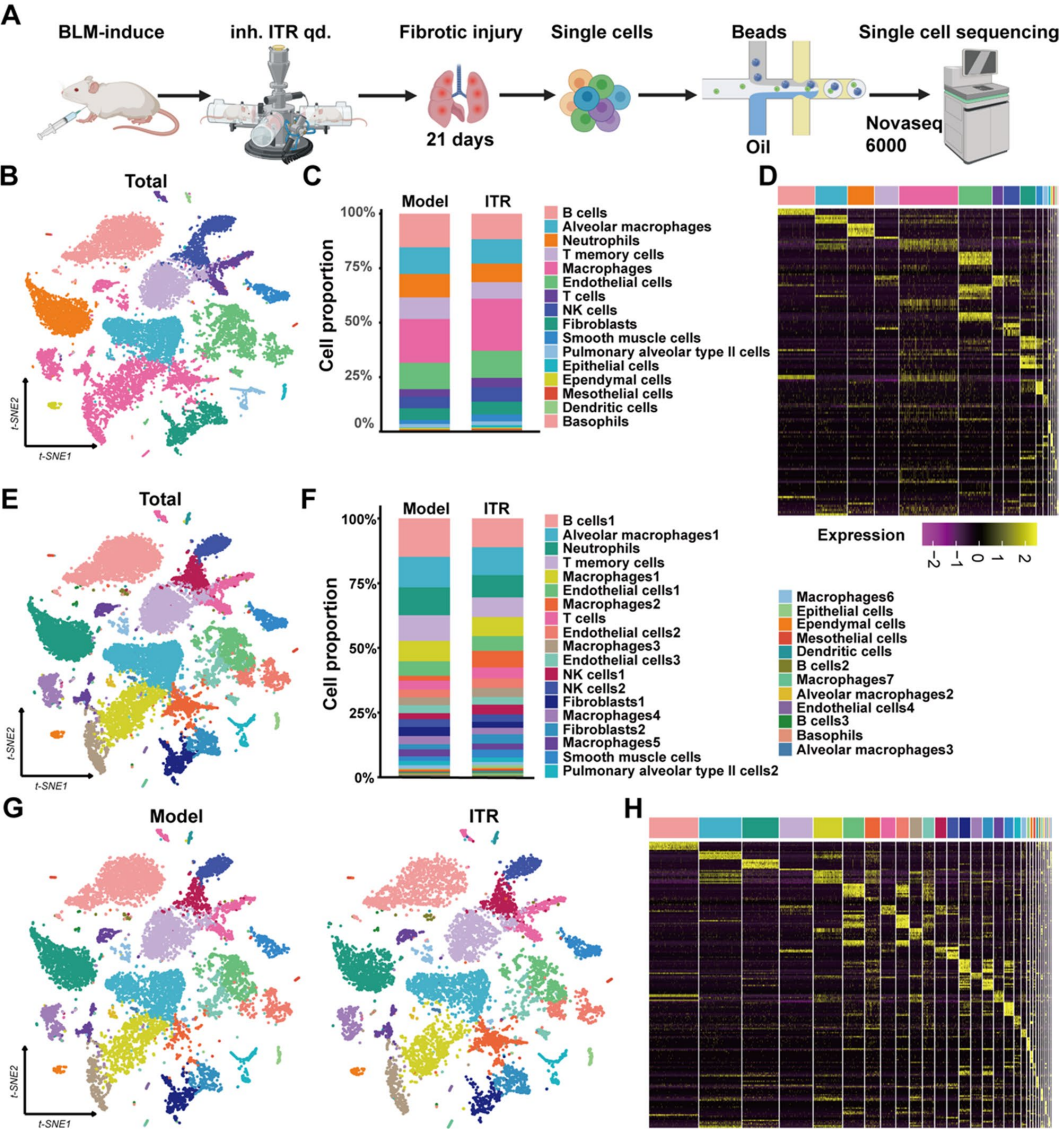
Single-cell RNAseq analysis reveals that ITR alleviates the BLM-induced pulmonary fibrosis in mice. (**A**) The experimental design is shown. (**B**) Clustering of distinct cells by single-cell RNA sequencing. (**C**) Cell proportion diagram of different cells. (**D**) Heat map of particular cells’ top 10 genes. (**E**) Clustering of specific cells in the Model group and ITR group by t-SNE diagram. (**F**) Clustering of 31 subtypes by single-cell RNAseq. (**G**) t-SNE diagram of all cells between the Model group and ITR group. (**H**) Heatmap of 31 subtypes top 10 genes

### ITR inhalation reduces pathological type Fib1 and increases repair type Fib2 in the BLM-induced pulmonary fibrosis in mice

In order to further understand the changes of fibroblasts, we focused on the changes of fibroblast lineages and their two subclusters in the ITR and model lung parenchyma (Fig. 5A-B). 

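The 699 Model and 674 ITR fibroblast-like cells were clustered again on 1000 variable genes and 15 principal components, which gave 8 sub-clusters. Fib1-like cells were named by Npnt, Limch1, Tcf21, Inmt, Ces1d, Slc7a10 and Wnt2, and Fib2-like cells by Serpinf1, Dpt, Fbln1, Ccl11, Mfap5, Pcolce2, Cd248 and Dpp4. Sub-clusters 1 and 4 took the name Fib1-like and sub-cluster 0 the name Fib2-like. Scgb1a1 led sub-cluster 4, which had a median of 1098 UMIs. Of the 5 unnamed sub-clusters, 3 carried leading genes of macrophages, endothelial cells or B cells. Another, sub-cluster 5 with 14 Model and 47 ITR cells, was led by Smpd3, Ptx3 and Wt1. Its Fib2 markers had a mean log2 ratio of 1.52, above the 0.99 of sub-cluster 0. It stayed unnamed because its leading genes held more markers of another class, and counting it with Fib2-like cells was not tried. The last, sub-cluster 3, was led by Grem1, Tnn, Spp1, Cthrc1 and Acta2 and held 86 Model cells (12.3% of the fibroblast-like cells) and 10 ITR cells (1.48%). The markers of both classes were lower in it than in the other fibroblast-like cells, with a mean log2 ratio of -2.43 for the Fib2 set, its best match, and of -2.53 for the Fib1 set.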

We found that after ITR inhalation, the proportion of Fib1 in the lungs was reduced, while the proportion of Fib2 cells was increased, compared to the model group (Fig. 5C). 

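Fib1-like cells were 268 of 699 fibroblast-like cells in the Model library, or 38.3% (34.7 to 42.1), and 196 of 674 in the ITR library, or 29.1% (25.7 to 32.7). The difference of -9.26 percentage points had an interval of -14.3 to -4.16. Fib2-like cells rose from 222 cells, 31.8% (28.3 to 35.4), to 302 cells, 44.8% (41.0 to 48.7), a difference of 13.0 points (7.82 to 18.2). These differences exceed counting error, while the spread between mice is not known. When each cell was assigned by its own markers instead, Fib1-like cells took 53.6% of Model and 36.8% of ITR fibroblast-like cells, a difference of -16.9 points, and Fib2-like cells the rest, 46.4% and 63.2%. With doublets removed, the rise of Fib2-like cells came to 5.52 points. The share of Fib1-like cells moved most, to a difference of -20.1 points, when sub-cluster 3 was counted with them. Counted with Fib2-like cells instead, it gave Fib2-like shares of 44.1% and 46.3%, a difference of 2.23 points (-3.14 to 7.58) that lies within counting error. Both alternatives were chosen after the data were seen.

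**Figure D1:**
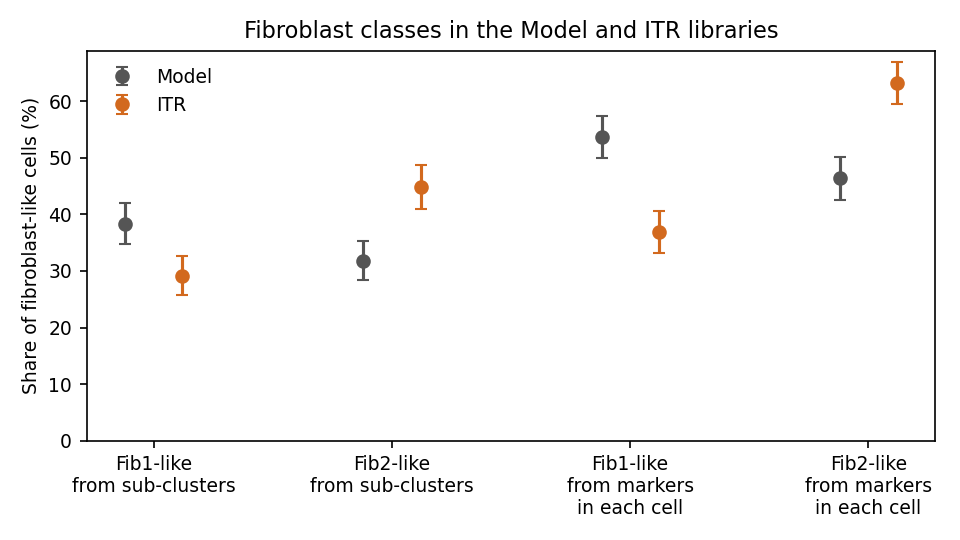
Shares of Fib1-like and Fib2-like cells among fibroblast-like cells (vertical axis, percent) in the Model (grey) and ITR (orange) libraries, from sub-clusters on the left and from markers in each cell on the right. Points are the share in 1 library and bars its exact binomial 95% interval. Fib1-like cells from sub-clusters lie at 38.3% in the Model and 29.1% in the ITR library.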

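Acta2 and Col13a1 took no part in the clustering or the naming. Acta2, listed under ENSMUSG00000035783, stood at 57.6 CPM in the Model library and 96.3 CPM in the ITR library for Fib1-like cells, where 2 cells held most of the ITR value, and at 23.4 and 38.3 in Fib2-like cells. Col13a1 (ENSMUSG00000058806) stood at 268 and 302 in Fib1-like and at 15.6 and 11.8 in Fib2-like cells. Most Acta2 of the Model fibroblasts lay outside both classes: sub-cluster 3 held 4336 of the 4794 Acta2 UMIs (90.4%) in the Model and 109 of 538 (20.3%) in the ITR library.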

The gene expression in Fib1 and Fib2 were further analyzed to identify the top 10 genes (Fig. 5D), and it was found that Fib1 specifically expressed Acta2 (a marker of myofibroblasts) and Col13a1. 

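The genes Dcn, Clec3b, Col14a1, Lum and Pi16 were likewise left out of the clustering. Dcn reached 8122 CPM in the Model library and 8833 CPM in the ITR library for Fib2-like cells, against 666 and 509.7 in Fib1-like cells. The levels of Clec3b were 2347 and 2044 in Fib2-like cells and 593 and 567 in Fib1-like cells. Col14a1 lay at 804 and 764 against 221 and 151, Lum at 1049 and 1091 against 27.9 and 20.5, and Pi16 at 1665 and 1634 against 117 and 135, Model first and Fib2-like before Fib1-like. All 5 genes were higher in Fib2-like cells in both libraries.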

Fib2 was characterized by high expression of Dcn (Decorin), cle3b (B gene of 3 members of the C-type lectin domain family), Col14a1 (Collagen type XiV-α1 chain gene), Lum (Lumican) and Pi16 (Peptiase inhibitor 16) (Fig. 5E-F). 

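Gene lists for each process were written by hand, since no ontology database was used here, and each list's median log2 ratio of ITR over Model was placed among 10000 random lists of equal size and matched level. In Fib1-like cells the 30 wound healing genes with at least 20 UMIs had a median of -0.15, at percentile 0.310 of the random lists, and 9 of them were higher in ITR. The largest move under another setting was to -0.32, with doublets removed. Collagen and matrix genes had a median of -0.16 (percentile 0.0900), with 4 of 26 higher. Genes of phagocytosis were at 0.04 (percentile 73.1) and genes of cell killing at -0.03 (percentile 43.5). A percentile describes these libraries and is not a test between groups.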

GO and KEGG analysis was conducted for the DEGs of fibroblasts, where we found that the wound healing and the pathways associated with epithelial migration were inhibited in Fib1 in ITR group. Processes associated with lung development and cell differentiation were activated in Fib2 cells in ITR group (Fig. 5G-H, Supplementary Figure S1A-B). 

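The lung development list had a median log2 ratio of 0.09 in Fib2-like cells, at percentile 85.6 of matched lists, with 21 of 33 genes higher in ITR. This value lies inside the middle 95% of random lists (-0.08 to 0.14), and it was below 0 under 6 of the 8 clustering alternatives, lowest at -0.07 when the genes named in the study were kept in the clustering. In Fib1-like cells the same list was at -0.04 (percentile 50.0). Collagen and matrix genes were raised in Fib2-like cells, at 0.20 (percentile 100), and the wound healing genes were at 0.07 (percentile 90.0). The largest single changes in Fib2-like cells by the fixed rule were a rise of Saa3 from 5.99 to 179.7 CPM, followed by Hp, Lgr5, Hbb-bs and Myoc, and falls of Ifit3 (52.7 and 8.23), Adra1a, Esm1, Gm17501 and Zbtb16.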

GSEA GO analysis showed that ITR promotes the complement signaling pathway of Fib1, as well as the related pathways such as development of Fib2 (Supplementary Figure S1A-B). It was also found that the expression of fibrosis-related genes, such as Acta2, Fn1, Tgfb1, 2 and 3, was reduced in Fib1 cells by ITR inhalation (Fig. 5I).

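For Fib1-like cells, the 17 complement genes with enough UMIs had a median log2 ratio of 0.05, at percentile 92.2 of matched lists, with 11 of them higher in ITR. In Fib2-like cells the complement list was lower, at -0.17 (percentile 1.48). Lysosome genes were raised in Fib1-like cells, at 0.18 (percentile 100), and not in Fib2-like cells, at 0.03 (percentile 49.8). Fatty acid metabolism was at 0.05 (percentile 93.5) and 0.03 (percentile 42.5) in Fib1-like and Fib2-like cells. In Fib2-like cells phagocytosis stood at -0.11 (percentile 12.8) and cell killing at -0.23 (percentile 0.230).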

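In GENCODE M21 (GRCm38), which need not be the build the authors used, Acta2 lies on chromosome 19 from 34241090 to 34255590, Fn1 lies on chromosome 1 from 71585520 to 71653200, Tgfb1 on chromosome 7 from 25687002 to 25705077, Tgfb2 on chromosome 1 from 186622792 to 186705989 and Tgfb3 on chromosome 12 from 86056745 to 86079041. In Fib1-like cells the log2 ratio of ITR over Model was 0.74 (95% interval 0.45 to 1.04) for Acta2, from 163 and 235 UMIs. In the ITR library 2 cells held 175 of these UMIs, and without the 2 cells of most Acta2 in each library, an alternative chosen after the values were seen, the ratio was -0.95. It was also below 0 with doublets removed, at -1.42, with the order-of-magnitude cutoff alone, with free RNA subtracted and as a mean of log values over cells. The value with free RNA subtracted rests on a single ITR cell rich in Scgb1a1, and the difference of mean log values was small. Fn1 fell from 1210.5 to 1033 CPM, a log2 ratio of -0.23 (-0.30 to -0.15). Tgfb3 changed by -0.33 (-0.57 to -0.09), from 128 and 102 CPM. Tgfb1 was at 0.27 (-0.06 to 0.61) and Tgfb2 at -0.20 (-0.52 to 0.12), with intervals that include 0. For Tgfb2 this depended on the setting: the ratio was -0.40 (-0.75 to -0.0543) without the 2 cells of most Tgfb2 in each library, chosen after the values were seen, and 1.37 (1.07 to 1.68) at the doubled resolution. Over all fibroblast-like cells Acta2 fell from 501 to 67.4 CPM, a log2 ratio of -2.89.

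**Figure D2:**
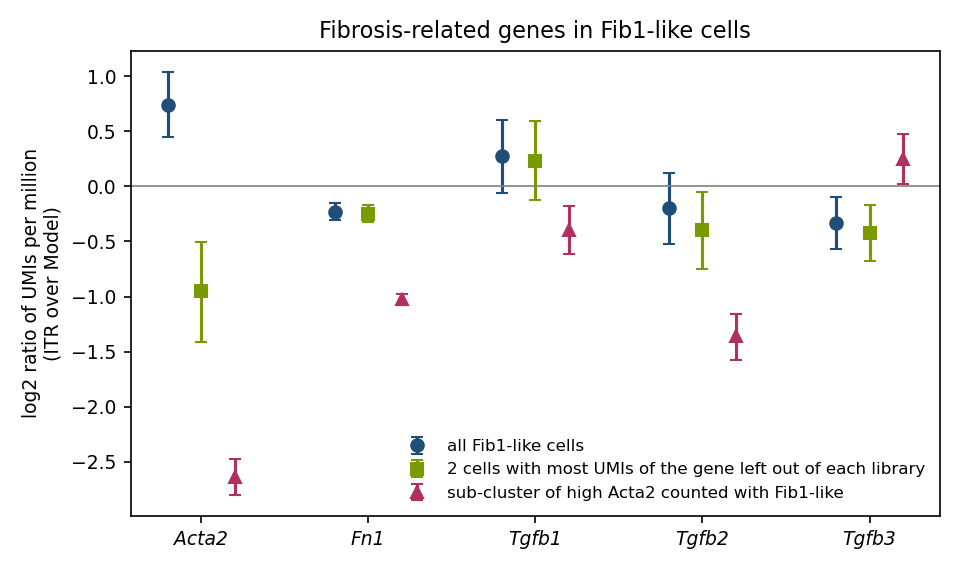
Log2 ratio of CPM, ITR over Model (vertical axis), of the fibrosis-related genes Acta2, Fn1, Tgfb1, Tgfb2 and Tgfb3 in Fib1-like cells. Circles are all Fib1-like cells, squares leave out the 2 cells with most UMIs of the gene in each library, triangles count sub-cluster 3 with the Fib1-like cells, and bars are exact 95% counting intervals. Acta2 moves from 0.74 to -0.95 without those cells and to -2.63 with the sub-cluster.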

**Fig. 5:**
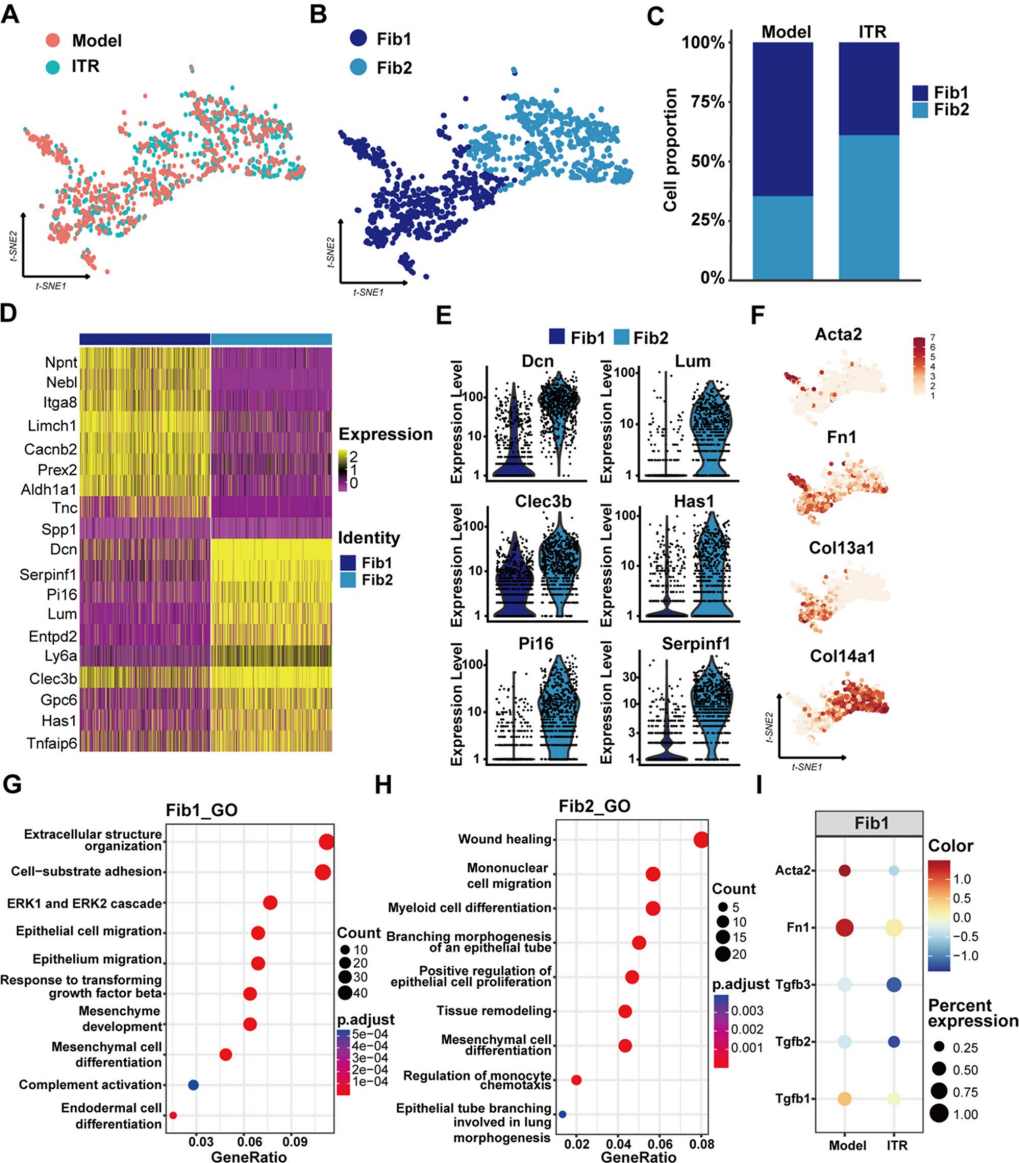
Single-cell RNAseq analysis reveals that ITR promotes a decrease in pathological type Fib1 and an increase in repair type Fib2 in the BLM-induced pulmonary fibrosis in mice. (**A**) t-SNE diagram of fibroblasts between the Model group and ITR group. (**B**) t-SNE diagram of Fib1 and Fib2. (**C**) Cell proportion of Fib1 and FIb2 in the Model group and ITR group. (**D**) Heat map of Fib1 and Fib2 top 10 genes. (**E**) Violin diagram of expression of *Dcn* and *Clec3b* in Fib1 and Fib2. (**F**) The distribution of *Col14a1* and *Col13a1* in fibroblasts. (**G**-**H**) GO enrichment analysis of Fib1 and Fib2. (**I**) Bubble plots of the expression of *Acta2*, *Fn1*, *Tgfb1*,* 2*, and *3* in fibroblasts

### ITR inhalation induces an increase in Macro2 proportion and a decrease in Macro1 proportion in the BLM-induced pulmonary fibrosis in mice

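The macrophage-like cells, 1216 in the Model and 1115 in the ITR library, were clustered on their own with 1000 variable genes, 20 principal components and 15 neighbours. Clusters named alveolar macrophage-like were left out of this step, as was the unnamed cluster of low UMIs. Of the sub-clusters that it gave, 3 had alveolar macrophage as the best of the marker sets, with 519 Model cells (42.7% of the macrophage-like cells) and 207 ITR cells (18.6%), and these stayed in. As a measure of free RNA, B cell-like cells, which should lack it, held 1066 and 1462 CPM of Scgb1a1 in the Model and ITR libraries.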

Then, further analysis was conducted on macrophages. First, we subclustered macrophage lineages, revealing seven distinct groups (Fig. 6A-B), where we found that the proportion of Macro2 cells increased after ITR inhalation (Fig. 6C). 

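The macrophage-like cells fell into 10 sub-clusters. The largest was Macro1-like, named by Trem2, Cd9, Cd63, Mmp12, Arg1, Lgals3 and Ctsk, with 339 Model cells (27.9%, 25.4 to 30.5) and 505 ITR cells (45.3%, 42.3 to 48.3), a difference of 17.4 points (13.5 to 21.3). With the 3 sub-clusters of alveolar macrophage markers left out of the denominator, a step chosen after the data were seen, the shares were 48.6% of 697 and 55.6% of 908 cells, a difference of 6.98 points (1.96 to 12.0). A Macro2-like sub-cluster needed at least 3 Macro1 markers detected, with no rise asked, and at least 3 of Bgn, Mgp, Gsn and Scgb1a1 raised. No sub-cluster met this. For such 0 counts, 3 counts would make a share of 0.247% in the Model and 0.269% in the ITR library. The exact binomial upper limits were 0.303% and 0.330%. These values cover counting error under this naming rule only and do not limit the share under other rules or settings. When cells were instead assigned by their own markers, Macro2-like cells were 127 of 1216 (10.4%, 8.78 to 12.3) and 173 of 1115 (15.5%, 13.4 to 17.8), a difference of 5.07 points, and Macro1-like cells 23.4% and 26.5%. Free RNA gives such calls too: at least 3 of these 4 genes were found in 6.61% and 12.0% of B cell-like cells, with medians of 4596 and 5646 UMIs. Thinned to 3000 UMIs, which left out 7 cells of each library, 3.46% (1.90 to 5.73) and 3.90% (2.33 to 6.09) of the macrophage-like cells with Macro1 as the best marker set held them, against 2.47% and 4.32% of B cell-like cells, so the rise is not separated from background. The thinning was chosen after the values were seen. With the resolution of every clustering doubled, a Macro2-like sub-cluster of 44 Model and 52 ITR cells appeared, 6.00% and 6.28%. With 3000 and 2000 variable genes the difference in Macro1-like cells was -0.849 points (-4.17 to 2.52), within counting error.

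**Figure D3:**
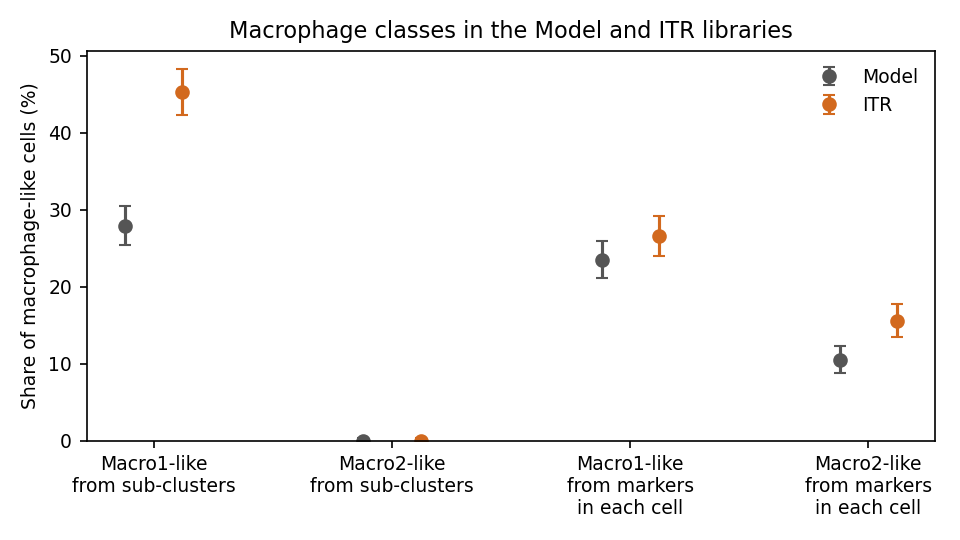
Shares of Macro1-like and Macro2-like cells among macrophage-like cells (vertical axis, percent) in the Model (grey) and ITR (orange) libraries, from sub-clusters on the left and from markers in each cell on the right. Points are the share in 1 library and bars its exact binomial 95% interval. No sub-cluster was Macro2-like, while markers in each cell gave 10.4% and 15.5%, which free RNA also raises.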

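Spp1, Gpnmb, Lpl and Fabp5 were each abundant in Macro1-like cells. Spp1 came to 13549 CPM in the Model library and 8609 CPM in the ITR library, Gpnmb to 1655 and 1830.2, Lpl to 1390.3 and 1008 and Fabp5 to 2906 and 3467. Over all macrophage-like cells the levels of Spp1 were 10418 and 6811. In the unnamed cluster of low UMIs they were 6145 and 4299.9, with Gpnmb at 240.0 and 633, Lpl at 1285 and 1054 and Fabp5 at 1194 and 1417.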

In the following analysis of the expression levels of transcription factors in Macro1-7, it was found that Macro2 cells also expressed genes that were highly expressed in Macro1 cells, such as SPP1 (secreted phosphoprotein 1 gene), Gpnmb (Glycoprotein nmb gene), Lpl (lipoprotein lipase gene) and Fabp5 (Fatty acid binding protein 5 gene), etc. In addition, Macro2 also has its specific high-expression genes, including Bgn (Biglycan gene), Mgp (matrix hyalurin gene), Scgb1a1 (1 A member 1 gene of secreted globin family), Gsn (Gelsolin gene) and so on (Fig. 6D-E). 

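In Macro1-like cells Bgn and Mgp lay below their levels in B cell-like cells, at 4.54 and 5.83 and at 23.6 and 27.7 CPM in the Model and ITR libraries, while B cell-like cells held 8.15 and 11.6 and 41.6 and 54.6. Scgb1a1 reached 442 and 527, also below the 1066 and 1462 of B cell-like cells. Gsn stood at 152 and 124, above the 45.2 and 59.8 of B cell-like cells. In the unnamed cluster of low UMIs, with a median of 619.5 UMIs in the Model and 616 in the ITR library, Bgn stood at 373 and 413, Mgp at 1763 and 2307, Scgb1a1 at 8570.1 and 16235 and Gsn at 847 and 1854. When these cells were clustered together with the macrophage-like cells, a step added after the values were seen, 4 sub-clusters met the marker condition for the name Macro2-like, and the condition on leading genes kept them from it. The largest held 515 Model and 1089 ITR cells, 26.8% and 44.8% of the cells clustered, was led by Cytl1, Sftpc, Hba-a1 and Scgb1a1 and took in 1563 cells of the low-UMI cluster. In 2 of them, led by Col1a1 and Col1a2 and by Ighg3 and Igkc, only the form of the condition that was added late did so, and they held 134 Model cells (6.96%) and 163 ITR cells (6.71%). The last held 1 Model and 38 ITR cells.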

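Macro1-like cells were set against the other macrophage-like cells of their own library, with the same hand-written lists. The others include the 3 sub-clusters with alveolar macrophage as the best marker set. Lysosome genes had a median log2 ratio of 0.35 (percentile 100) and 0.41 (percentile 100) in the Model and ITR libraries, where percentiles are among matched random lists. Phagocytosis genes were at -0.18 (percentile 15.9) and -0.12 (percentile 55.4), inside the range of random lists in both. Cell killing was at -0.23 (percentile 23.2) and 0.11 (percentile 99.9), and fatty acid metabolism at -0.18 (percentile 30.5) and -0.16 (percentile 78.7). The defining genes of a Macro2-like group could not be compared, as no sub-cluster took that name.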

Further analysis of GO enrichment showed that Macro1 was mainly concentrated in phagocytosis, lysosome and cell death related pathways, while Macro2 was mainly concentrated in fatty acid metabolism and developmental cell growth pathways of the subcluster (Fig. 6F-G). 

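Between the libraries, the 24 cell killing genes with enough UMIs in Macro1-like cells had a median log2 ratio of 0.44 of ITR over Model, above all random lists, with 21 of them higher in ITR. Under the alternatives that named Macro1-like cells it lay between 0.36 and 0.48. Complement genes had a median of 0.68 (percentile 100) and lysosome genes of 0.18 (percentile 99.99). Phagocytosis genes were at 0.02 (percentile 94.6) and fatty acid metabolism at -0.05 (percentile 69.3). Collagen and matrix genes were at -0.21 (percentile 14.5), wound healing at -0.16 (percentile 7.12) and lung development at -0.10 (percentile 54.9). The fixed rule named Cd5l, with 0 Model and 239 ITR UMIs, and Mid1, from 34.0 to 569.8 CPM, then Slc40a1, Cytl1 and C4b, as the genes that rose most. Mt3 (17.9 and 0.287), Rnase2a (51.4 and 3.34), Ctse, Ildr2 and Lsamp fell most.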

In the GSEA GO analysis results, ITR was shown to promote Macro1 cell-killing pathways, as well as Macro2 fatty acid metabolism and other related pathways (Supplementary Figure S2A-B). Next, the pseudo-time locus axis obtained from Monocle suggested that Macro2 may be the origination of the macrophage differentiation (Fig. 6H).

**Fig. 6:**
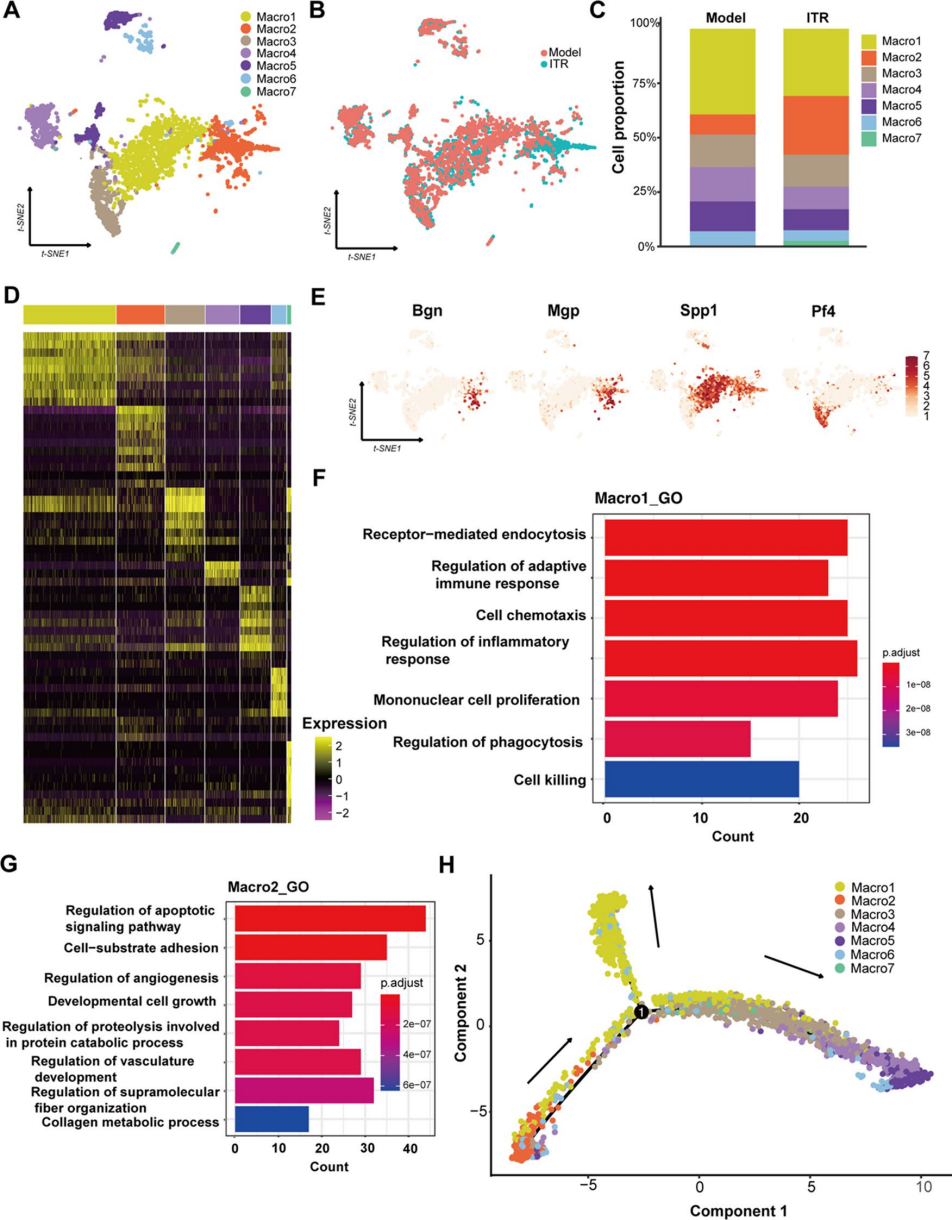
Single-cell RNAseq analysis reveals that ITR promotes an increase in Macro2 proportion and a decrease in Macro1 proportion in the BLM-induced pulmonary fibrosis in mice. (**A**) Clustering of macrophages by scRNAseq. (**B**) Cell proportion of Macro1-7 in the Model group and ITR group. (**C**) t-SNE diagram of macrophages between the Model group and ITR group. (**D**) Heat map of Macro1-7 top 10 genes. (**E**) t-SNE diagram of *Bgn*, *Mgp*, *Spp1*, and *Pf4* in macrophages. (**F**-**G**) GO enrichment analysis of Macro1-2. (H) Pseudotime analysis of macrophages

### ITR regulates the SPP1 and C3 signaling pathways in the BLM-induced pulmonary fibrosis mice

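Signals between classes were summarised as products of the ligand's level in the sending class and the receptor's level in the receiving class, both in CPM. The level of a receptor of 2 subunits was their geometric mean. CellChat's database and permutation test were not used here, so the products carry the levels only and no statement on which pairs pass that program's thresholds.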

We further analyzed the role of cell type-specific intercellular communication in reducing pulmonary fibrosis by ITR. Here, we found that ITR promoted the number and intensity of overall cell-to-cell contacts and the relative information flow of specific pathways, particularly on the SPP1 signaling and the complement signaling (Supplementary Figure S3A-B, Fig. 7A). 

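Spp1 (ENSMUSG00000029304, on chromosome 5 from 104435118 to 104441050 of GRCm38 in GENCODE M21) had a log2 ratio of ITR over Model of -0.65 (95% interval -0.67 to -0.64) in Macro1-like cells, and of -0.61 (-0.62 to -0.60) over all macrophage-like cells. The ratio in Macro1-like cells moved most with the order-of-magnitude cutoff alone, to -0.05. C3 (chromosome 17 from 57203970 to 57228136) rose from 735 to 952 CPM in Fib1-like cells, a log2 ratio of 0.37 (0.29 to 0.46). In Fib2-like cells it was 2208 and 2232. The number of contacts between all classes was not computed.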

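With Macro1-like cells as senders, the products of Spp1 with the 5 integrin receptors of Fig. 7B were lower in the ITR library in each of the 10 pairs with Fib1-like or Fib2-like receivers. All 10 hold the same Spp1 level of Macro1-like cells, which was lower in ITR, so they are not 10 separate results. Toward Fib1-like cells the log2 ratios of ITR over Model ran from -0.81 (-1.01 to -0.61) for Itga5 with Itgb1 to -0.32 (-0.47 to -0.17) for Itgav with Itgb5. Toward Fib2-like cells they ran from -0.74 (-1.002 to -0.47) for Itga8 with Itgb1 to -0.35 (-0.52 to -0.18) for Itgav with Itgb5. As trimeans of log-normalized values, the form CellChat uses, 5 of the 10 were higher in ITR and 2 were 0 in both libraries, and with the order-of-magnitude cutoff alone 6 of the 10 products of summed levels were higher. The product of Spp1 and Cd44 changed by -0.98 (-1.16 to -0.80) toward Fib1-like and by -0.74 (-0.94 to -0.54) toward Fib2-like cells. As trimeans, it fell from 2.29 to 1.46 toward Fib1-like cells and rose from 1.17 to 1.80 toward Fib2-like cells. The fall of the integrin products does not mean that the receptor genes fell. In Fib1-like cells Itgav (log2 ratio 0.37), Itgb5 (0.29) and Itga9 (0.31) were higher in the ITR library, and Itgb1 (-0.24) was lower. Itga8 (0.05) and Itga5 (-0.07) lay within counting error. No Macro2-like senders were named in this setting.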

Further analysis found that ITR promoted the signal between SPP1-integrins, with Macro1 and Macro2 acting as transmitters and Fib1 and Fib2 acting as receivers (Fig. 7B), but suppressed the SPP1-CD44 signal between Macro1 and Fib1. In addition, ITR also promoted the signaling of C3-integrin receptors between Fib1 as a transmitter and Macro1 as a receiver (Fig. 7B).

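The product of C3 in Fib1-like cells with Itgax and Itgb2 in Macro1-like cells changed by 0.07 (-0.02 to 0.17) on the log2 scale, and that with Itgam and Itgb2 by -0.11 (-0.24 to 0.03). Both intervals include 0. That of the first lay above 0 with the order-of-magnitude cutoff alone, at 0.22 (0.09 to 0.35), and with each library scaled on its own, at 0.17 (0.07 to 0.26). C3 itself was higher, but the receptor genes were lower in Macro1-like cells of the ITR library: Itgax stood at 519 and 412 CPM, Itgam at 59.0 and 36.5 and Itgb2 at 544 and 452. The product with Itgax reached 0.30 with cells thinned to 3000 UMIs and turned to -0.10 under the stricter filter on cells, and that with Itgam to 0.22 with 3000 and 2000 variable genes. From its cell communication analysis, the paper concludes that ITR offers a therapeutic strategy directed at SPP1 and C3 signaling, and in Fig. 8 it states that these pathways link macrophages and fibroblasts in the action of ITR.

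**Figure D4:**
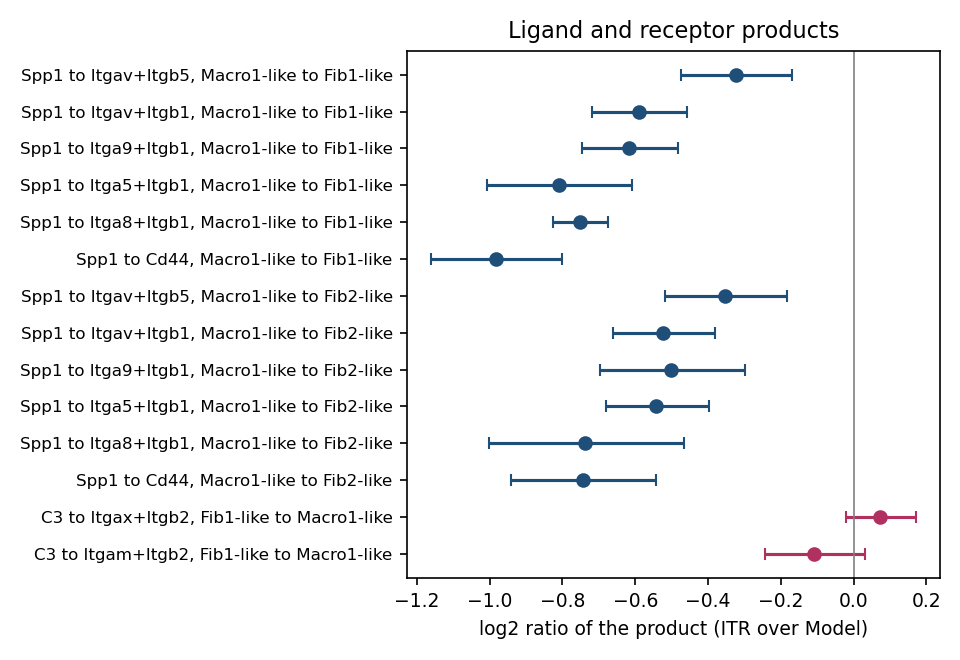
Log2 ratio of ITR over Model (horizontal axis) of ligand and receptor products for Spp1 (blue) and C3 (red), 1 line for each pair of sending and receiving class. Points are the ratio and bars a 95% interval from counting error. All Spp1 products hold the same Spp1 level of Macro1-like cells and lie below 0, with Spp1 and Cd44 toward Fib1-like cells at -0.98.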

**Fig. 7:**
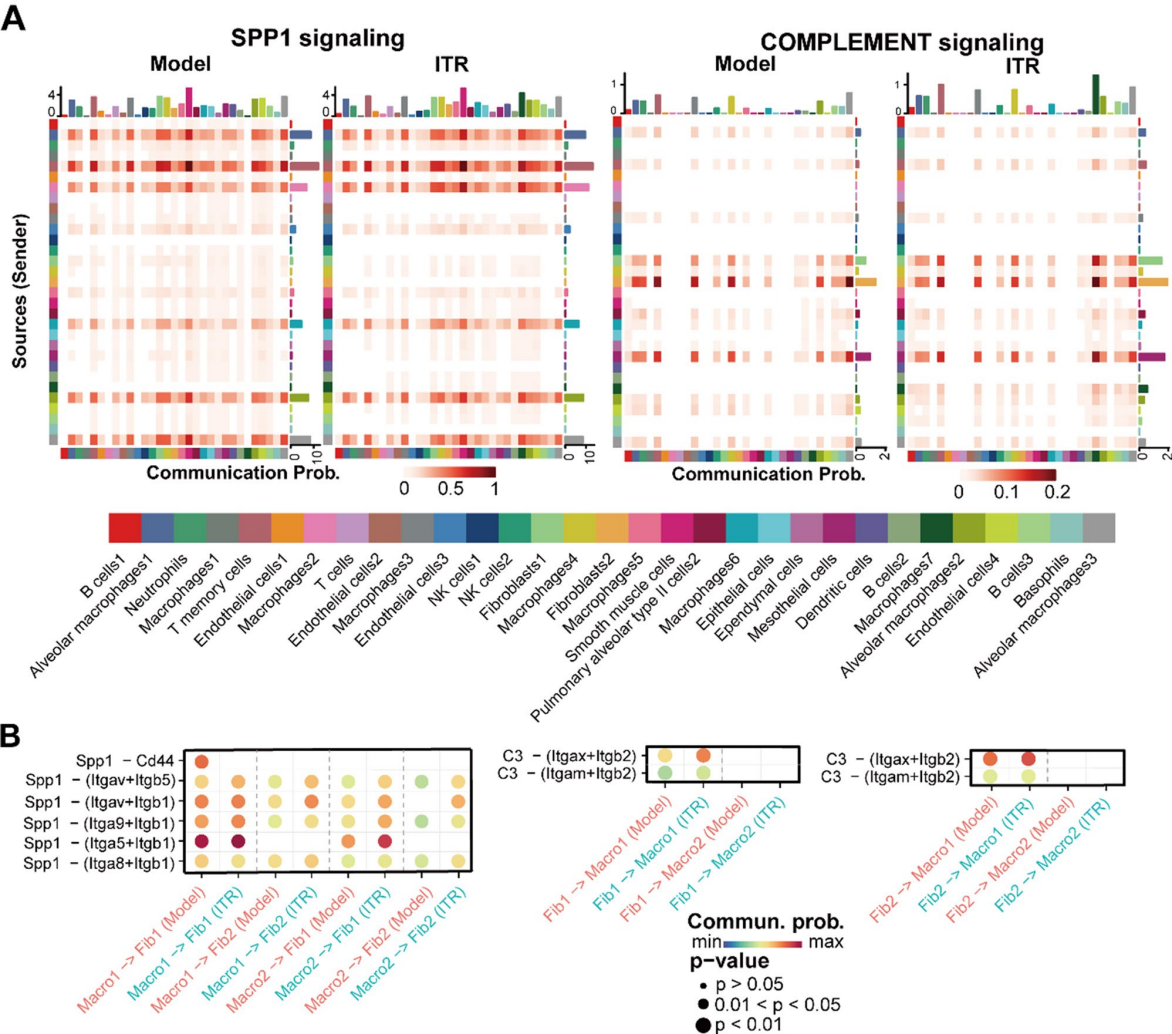
Single-cell RNAseq analysis reveals that ITR regulates SPP1 and C3 signaling pathways of the BLM-induced pulmonary fibrosis in mice. (**A**) Heatmap of the Spp1 and C3 signals in fibroblasts and macrophages of varying cell subtypes in the thModel and ITR group. (**B**) The Spp1 and C3 signals in fibroblasts and macrophages of varying cell subtypes in the Model and ITR group

## Discussion

In the study, we demonstrated that ITR inhalation resulted in an accumulation with large quantities in the lungs for more than 24 h. In the bleomycin-induced mouse model of pulmonary fibrosis, prophylactic or therapeutic ITR inhalation significantly alleviated the symptoms lung fibrosis and inflammation, evidenced by histopathological changes, infiltration of inflammatory cells, release of cytokines, expression of fibers and collagen, etc. Moreover, compared with intragastric administration, inhalation even at a lower dosage relieved the symptoms of fibrosis. Using scRNAseq, we found ITR inhalation reduced the proportion of diseased fibroblasts while promoting the number of repaired fibroblasts in the mouse. It also effectively reversed the proportion of activated phagocytic macrophages. These effects by ITR inhalation may be resulted from regulating the SPP1 and C3 signaling pathway, thus modifying the interaction between phagocytic macrophages and diseased fibroblasts. These insights into the therapeutic effects and molecular mechanisms of ITR on IPF highlight the favorable pharmacokinetic profile conferred by inhalation delivery and therefore suggest a promising clinical translational agent (Fig. 8).

**Fig. 8:**
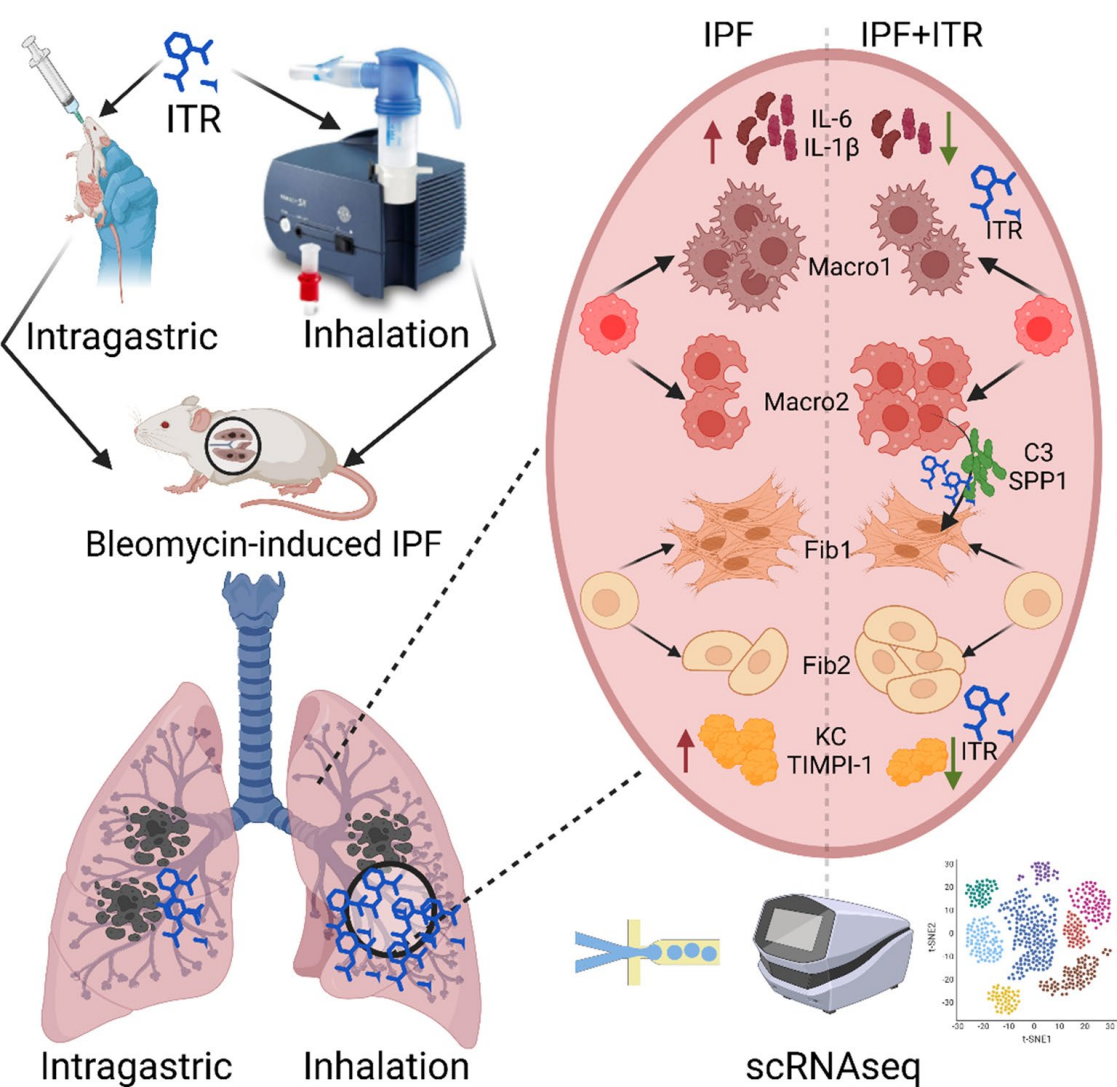
The graphic abstract of this study. ITR is administered by inhalation has a better therapeutic effect on pulmonary fibrosis symptoms than by intragastric administration. And inhalation of ITR regulates the interaction between phagocytic macrophages and diseased fibroblasts through SPP1 and C3 signaling pathways, thereby improving the symptoms of BLM-induced pulmonary fibrosis in mice

The main pathological features of IPF are sustained alveolar damage caused by persistent inflammation of the lungs, which in turn leads to the destruction of epithelial alveolar cells, and the resulting repair process is dysfunctional, resulting in excessive proliferation of fibroblasts, and excessive matrix and collagen deposition [3, 19, 20]. In our study, when selecting the doses of ITR for administration, we comprehensively considered prior studies, our preliminary experimental data, the safety of ITR, and the practical duration of the inhalation administration. Previous studies have shown that an oral dose of 20 mg/kg of ITR effectively alleviates fibrosis symptoms in rats [21]. Additionally, the recommended daily oral dose for adults is 200 mg [22, 23]. Based on surface area conversions [24], this corresponds to approximately 28–30 mg/kg in mice. Therefore, we set the oral dose for mice at 30 mg/kg to ensure efficacy. Furthermore, referring to pharmacokinetic studies of ITR dry powder inhalation formulations, it was found that a daily dose of 40 mg results in lower systemic exposure, thereby reducing potential side effects associated with systemic exposure [25]. This dose, when converted based on surface area, is equivalent to 6 mg/kg in mice. Therefore, in our study, we selected a dosage range of 1.4, 4.1, 12.4 mg/kg to encompass the 6 mg/kg target dose, ensuring treatment efficacy while minimizing potential adverse effects. And we found that ITR inhalation can not only relieve inflammatory symptoms, but also relieve the formation of fibrotic bands and protein deposits caused by lung tissue damage. For example, ITR inhalation significantly reduced the number of inflammatory cells (leukocytes, macrophages, neutrophils) in alveolar lavage fluid induced by bleomycin, as well as the release of inflammatory cytokines IL-1β and IL-6 in lung tissue. It also reduces the excessive deposition of matrix and collagen (reduced TIMP-1 and hydroxyproline expression) as well as the expression of fibronectin and α-SMA. These results are consistent with a previous study in vitro in which ITR broadly inhibits the expression of myofibroblasts-related genes, such as α-SMA, COL1A1, CTGF, and COL3A1, in a TGF-β1-induced fibrosis model in human lung fibroblasts [15]. And oral itraconazole mitigated BLM-induced inflammatory cell infiltration, histomathology, and release of inflammatory factors in rat lung tissue in a dose-dependent manner [26]. However, our inhalation administration can further improve the therapeutic effect of ITR. Currently, there is no treatment that can cure IPF. Pirfenidone and Nidanib are currently the two oral medications approved by the FDA to reduce symptoms of IPF [27–29]. Nintedanib inhibits the differentiation of fibroblasts into myofibroblasts [5], showing similar effects as ITR, which also exerts anti-inflammatory effects. Pirfenidone can also inhibit the production and release of inflammatory cytokines (such as TNF-α), reduce lipid peroxidation and oxidative stress, and relieve disease symptoms [30]. However, new drug delivery systems have been developed to improve disease outcomes and reduce or minimize toxicity during drug therapy [27]. Inhaled formulations Nintedanib-PLGA nanoparticles and Pirfenidone liposomes avoided alveolar macrophage phagocytosis, reduced systemic distribution, and improved the treatment of pulmonary fibrosis [31]. In addition, inhalation of Pirfenidone (AP01) reduced side effects associated with oral Pirfenidone in clinical trials [32]. In our study, we prepared ITR into an inhaled formulation, and found that inhaled administration makes ITR accumulate in large quantities in the lungs for a long time. This may be due to the fact that the particle size of ITR in the suspension is more consistent with aerodynamic properties of inhaled drugs. The linear dynamic relationship between in-body drug exposure (Cmax and AUClast) and dose administration and the shortening of Tmax indicated that the high-dose group absorbed more drugs, had a faster rate of absorption, and may have a faster onset of effect. In addition, the increased clearance and terminal half-life of the drug in the high-dose group indicated faster distribution and metabolism of the drug in the body, which may reduce the occurrence of adverse reactions. More importantly, inhaled administration can improve the symptoms of the disease better than gavage administration. In summary, inhalation administration facilitates the direct delivery of the drug to the lungs, which leads to a large accumulation within the lung tissue. This targeted approach not only reduces the likelihood of pancreatitis due to systemic exposure to ITR [33], but also maximizes the therapeutic effect of the drug. It it worth nothing that additional toxicological evaluation is required due to the possible side effects associated with the long-term and excessive lung deposition by ITR inhalation.

Relevant studies showed that the dosage range of BLM airway injection induced IPF model in mice was 0.4 mg/kg ~ 10 mg/kg [34, 35]. But high concentrations of BLM are mostly used in short-term studies of less than 2 weeks due to high animal mortality. The modeling dose of BLM used in this study was 1 mg/kg, and this model can ensure the success of modeling while maintaining a high survival rate of animals in a 4 weeks period. This model presents primarily with pulmonary inflammatory infiltration within 7 days, followed by gradual accumulation of ECM proteins, and a fibrotic peak response after 3 to 4 weeks [36, 37]. Therefore, we applied therapeutic administration 7 days after the injection. Here, we found that BLM significantly induces pathological changes in the lungs, including infiltration of a large number of inflammatory cells and the formation of fibrotic bands or small fibrotic clusters. Moreover, it leads to the abundant expression and release of inflammatory cytokines and matrix proteins, consistent with previous studies on the bleomycin-induced IPF models [38–40], validating the success of our model. We conducted scRNAseq on the lung tissues from the prophylactic high-dose inhalation group compared with the model group to further accurately elucidate the mechanism of action. It was due to the best therapeutic efficacy shown in this group based on the other phenotypic assessments. We identified cell subtypes by screening marker genes to distinguish different states of cells or developmental/immune processes, thereby better revealing the heterogeneity of individual cells. We obtained two distinct states - fibrotic state and repair state of fibroblasts. Similar to previous studies, both types of fibroblasts express their own specific gene expression identities [41]. We found that the expression of fibrosis-related genes, such as Acta2, Fn1, Tgfb1, 2 and 3, was reduced in Fib1 cells under the action of ITR, which play a key role in a variety of pathophysiological processes that lead to fibrosis and impaired function of lung tissue [41–43]. 

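By the fixed rule, the genes that fell most in Fib1-like cells included 1500015L24Rik, C1qtnf3, B530045E10Rik and Zbtb16. Zbtb16 went from 419 to 120.0 CPM. Those that rose most were Scgb1a1, Cbr2, Scgb3a2, Wfdc2 and Saa3. The first of them rests on 1 ITR cell with 44621 of the 46419 Scgb1a1 UMIs of the class, and Cbr2 and Scgb3a2 belong to the list of club cell transcripts too. Saa3 rose from 31.4 to 124 CPM.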

Interestingly, we noted changes in macrophage states and their role in mitigating fibrotic progression. Previous studies using scRNAseq found that SPP1hi macrophages participate in the progression of lung fibrosis in patients with pulmonary fibrosis [44]. Similarly, we observed SPP1hi macrophages in the model group. Furthermore, we also noticed an increase in SPP1hi Macro2 after ITR treatment. 

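Spp1 was not limited to macrophage-like cells. Alveolar macrophage-like cells held 2742 and 1659 CPM of Spp1 in the Model and ITR libraries, and fibroblast-like cells 2768 and 627. Fib1-like cells held only 47.0 and 25.8 and Fib2-like cells 60.5 and 34.0, below the B cell-like background given below. Fibroblast sub-cluster 3, with 86 Model and 10 ITR cells, held 8563 and 17573. The pooled values therefore also reflect the smaller size of that sub-cluster in the ITR library, where its own level was not lower. Of the macrophage sub-clusters, 4 others with over 100 cells were unnamed. Spp1 stood at 411 and 561 CPM in macrophage sub-cluster 2 and at 82.1 and 62.5 in macrophage sub-cluster 3. It was at 10668 and 8353 CPM in sub-cluster 1, led by Kcnn3 and Flvcr2, and at 12286 and 8326 in sub-cluster 4, led by Marco and Saa3. That sub-cluster held 204 Model and 17 ITR cells. B cell-like cells, as background, held 379 and 132.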

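Where a Macro2-like sub-cluster was named, its Spp1 was higher in the ITR library. Only ratios are given, so they do not show whether such cells were high in Spp1. The name asked for Macro1 markers to be detected, not raised. With the resolution doubled, the sub-cluster was led by Ccl8, Mgp and Rapsn, and the log2 ratio of ITR over Model was 0.44 (0.30 to 0.58). When the genes named in the study, Spp1 among them, took part in the clustering, 37 Model and 62 ITR cells were Macro2-like, 2.99% and 5.45% of macrophage-like cells, and the ratio was 0.88 (0.71 to 1.05). These cells had a median of 1714 UMIs in the Model and 922 in the ITR library, against 17625 and 19838 for Macro1-like cells, and neither setting gave a Macro2-like group with more than 62 cells of 1 library.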

The newly identified SPP1hi Macro2 may play an important role in the reduction of pulmonary fibrosis symptoms by ITR.

We found that the ITR inhalation promoted competitive binding of SPP1 to integrins, as well as the crosstalk between Macro1 and Fib1 through C3-integrin signaling, several integrins of which have been confirmed as activators of TGF-β1 [45]. This was not found in previous studies, which found that ITR had a significant effect on pro-oxidation/antioxidant balance, inflammatory consequences, high mobility of the box 1/ Toll-like receptor-4 axis, autophagy, and nuclear factor κB/NOD-like receptor protein 3 inflammasome signaling [26]. Interestingly, targeting fibrosis with integrin inhibitors has emerged as a promising new strategy because blocking the interaction of integrins (especially those containing the αv subunit) with TGF-β1 exerts effective anti-fibrotic effects without causing adverse reactions associated with functional impairment of TGF-β1 or the severe multi-organ dysfunction resulting from comprehensive inhibition of TGF-β1 [46, 47]. Meanwhile, other studies have shown that SPP1 from cancer-associated fibroblasts (CAFs) promotes epithelal-mesenchymal transformation (EMT) through the integrin protein kinase c-α (pkc-α) signaling pathway (RAF) [48]. Therefore, directly targeting TGF-β1 for fibrosis treatment has been proven impractical, while our research findings offer an alternative therapeutic approach, which may be more suitable.

SPP1 is an extracellular matrix protein that interacts with CD44 ligand receptors and is involved in a variety of biological processes, including cell adhesion, migration, inflammation regulation, and cell signaling (e.g., PI3K/Akt and MAPK) [49, 50]. Previous studies have indicated that exosome-mediated activation of the SPP1/CD44 axis plays a crucial role in renal fibrosis [51]. In addition, research has shown that SPP1 + macrophages promote migration and proliferation of fibroblast progenitor cells through SPP1-CD44/integrin interactions, exacerbating fibrosis in coronary artery perivascular adipose tissue (PVAT) [52]. 

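Cd44 (ENSMUSG00000005087, chromosome 2 from 102811141 to 102901665 of GRCm38) fell from 220.1 to 175 CPM in Fib1-like cells, a log2 ratio of -0.33 (-0.51 to -0.15), and stood at 197 and 185 in Fib2-like cells. A Cd44 UMI was found in 157 of 268 Model Fib1-like cells (58.6%, 52.4 to 64.5) and 99 of 196 ITR cells (50.5%, 43.3 to 57.7), whose median depths were 10117.5 and 10307.5 UMIs. With every cell thinned to 3000 UMIs, which left out 52 and 35 shallower cells, the shares were 31.5% and 26.7%. Endothelial cell-like cells, given for comparison, had shares of 22.5% and 23.6% at medians of 4438 and 4513.5 UMIs, and of 16.3% and 16.1% after thinning, which left out 363 cells of each library. Their Cd44 level was 185 and 173 CPM. Free RNA, at its share estimated from club cell and alveolar type II cell transcripts, would bring 14.0 and 39.2 CPM of Cd44 to Fib1-like cells and 23.7 and 38.2 to endothelial cell-like cells, an estimate added after the values were seen, so that the levels in both lie above it. In Fib2-like cells the shares were 46.8% and 51.7% before and 35.8% and 28.5% after thinning.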

In further analysis, we also discovered that when activated through the SPP1/CD44 ligand receptor, there was a crosstalk between Fib1 and Macro1, while no such crosstalk existed involving Fib2 or Macro2 cells, reflecting spatial heterogeneity of fibroblasts. These results indicate that, in diseased states, ITR may respond to inflammatory signals from the matrix and suppressing the migration and proliferation of fibroblasts by inhibiting CD44-integrin interactions. In conclusion, we offer an effective therapeutic strategy targeting the SPP1 and C3 signaling pathways by ITR.

To better treat IPF, we prepared ITR into a more advantageous inhalation formulation, directly targeting to the lungs, which may reduce systemic drug exposure, improve efficacy and reduce adverse reactions. In our unpublished study, SD rats given a single inhalation maximum dose of ITR (9.6 mg/kg, based on surface area conversion, the mouse equivalent dose was calculated to be 13.4 mg/kg) showed no significant abnormal reactions, no near-death or death, no weight effects, and no significant toxic target organs. The no observed adverse effect level (NOAEL) of ITR given by aerosol inhalation in SD rats for repeated 28 days was 3.2 mg/kg (based on surface area conversion, the mouse equivalent dose was calculated to be 4.5 mg/kg). There were no significant abnormal changes related to administration were observed in general signs, body weight, food intake, hematology, serum biochemistry, urine, ophthalmology, organ weight and coefficient, and histopathology. Furthermore, in the pharmacological experiments, the ITR-treated groups (1.4, 4.1, 12.4 mg/kg) did not exhibit any significant toxic side effects. No marked weight loss, abnormal general symptoms (such as changes in skin, fur, secretions, or motor function), or mortality were observed in the treated animals. Notably, inhalation administration of ITR further enhanced its therapeutic effect on the BLM-induced pulmonary fibrosis model in mice compared to oral gavage administration, with the highest efficacy observed in the high-dose group (12.4 mg/kg). Pharmacokinetic studies demonstrated that inhalation administration allowed ITR to sustain a prolonged high concentration in the lungs, supporting its persistence and effectiveness in local tissues. This characteristic may be a key factor in its enhanced therapeutic impact. Therefore, the inhalation dose used in this study (12.4 mg/kg) may serve as a reference for clinical dose conversion. These findings underscore the potential advantage of inhalation delivery in targeting lung tissue more effectively, maximizing therapeutic efficacy while maintaining a favorable safety profile. The study was conducted in a mouse fibrosis model. Despite certain differences and limitations between mouse models and humans [53], the conclusions drawn from these models still can provide valuable insights. Additionally, further validation of the molecular mechanisms by which ITR alleviates lung fibrosis is needed. Of particular interest is tracking the origins of SPP1hi Macro2 subtype, which presents a new research avenue for treating pulmonary fibrosis. In summary, we identified that ITR inhalation was more effective than intragastric ITR in treating IPF, and proposed a potential mechanism of action of ITR in the treatment of IPF by regulating SPP1 and C3 signaling pathways. Therefore, it provides new therapeutic targets and strategies for anti-fibrotic diseases, which can be translated for clinical treatment of IPF.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The datasets used and’or analyzed during the current study are available from the corresponding author on reasonable request. The scRNA-seq datasets presented in this study are available through the NCBI Gene Expression Omnibus (GEO) under accession number GSE267861. The sources of analytical scripts are available at“LC-Bio [https://www.omicstudio.cn/index].

## Abbreviations

ABPA: aspergillosis
Acta2: actin alpha 2
α-SMA: α-smooth muscle actin
AUC: area under curve
BALF: bronchoalveolar lavage fluid
Bgn: biglycan gene
BLM: bleomycin
BSA: bovine serum albumin
C3: complement 3
CD44: cluster of differentiation 44
Clec3b: C-type lectin domain family 3 member B gene
COL1A1: collagen type I alpha 1
COL3A1: collagen type I alpha 1
Col13a1: collagen type XIII alpha 1
Col14a1: collagen type XIV alpha 1
CTGF: connective tissue growth factor
DAS: drug and statistics
Dcn: decorin
DEG: differential expression analysis
ECM: extracellular matrix
EDTA-K2: EDTA dipotassium salt
ELISA: enzyme-linked immunosorbent assay
Fabp5: fatty acid binding protein 5 gene
FDA: food and drug administration
FGFR: fibroblast growth factor receptors 1, 2, and 3, v
Fib: fibroblast
FLT: fms related tyrosine
GEM: gel bead-in-emulsion
GO: gene ontology
Gpnmb: glycoprotein nmb gene
GSEA: gene set enrichment analysis
Gsn: gelsolin gene
H&E: hematoxylin-eosin
HPLC-MS/MS: high-performance liquid chromatography-mass spectrum/mass spectrum
ICR: institute of cancer research
IL-1β: interleukin-1β
IL-6: interleukin-6
IPF: idiopathic pulmonary fibrosis
ITR: itraconazole
KEGG: kyoto encyclopedia of genes and genomes
KOBAS: KO-based annotation system
Lpl: lipoprotein lipase gene
Lum: lumican
Macro: macrophage
Mgp: matrix gla protein gene
MIC90: 90% minimun inhibitory concentration
OPN: osteopontin
PBS: phosphate-buffered saline
PCA: principal component analysis
PDGFR: platelet-derived growth factor receptors α andβ
Pi16: peptidase inhibitor 16
qRT-PCR: quantitative real-time polymerase chain reaction
UMAP: uniform manifold approximation and projection
UMI: unique molecular identifiers
VEGFR: vascular endothelial growth factor receptors 1, 2, and 3
RTK: receptor tyrosine kinase
scRNAseq: single-cell RNA sequencing
Scgb1a1: secretoglobin family 1 A member 1 gene
SD: sprague-dawley
SPF: specific pathogen free
SPP1: secreted phosphoprotein 1 gene
TSNE: t-distributed stochastic neighbor embedding
TGF-β1: transforming growth factor-β

## References

[1] Wuyts WA, Agostini C, Antoniou KM, et al. The pathogenesis of pulmonary fibrosis: a moving target[J]. Eur Respir J. 2013;41(5):1207–18.23100500 10.1183/09031936.00073012

[2] Travis WD, Costabel U, Hansell DM, et al. An official American Thoracic Society/European Respiratory Society statement: update of the international multidisciplinary classification of the idiopathic interstitial pneumonias[J]. Am J Respir Crit Care Med. 2013;188(6):733–48.24032382 10.1164/rccm.201308-1483STPMC5803655

[3] Richeldi L, Collard HR, Jones MG. Idiopathic pulmonary fibrosis[J]. Lancet. 2017;389(10082):1941–52.28365056 10.1016/S0140-6736(17)30866-8

[4] Hopkins RB, Burke N, Fell C, et al. Epidemiology and survival of idiopathic pulmonary fibrosis from national data in Canada[J]. Eur Respir J. 2016;48(1):187–95.27230442 10.1183/13993003.01504-2015

[5] Richeldi L, Du Bois RM, Raghu G, et al. Efficacy and safety of nintedanib in idiopathic pulmonary fibrosis[J]. N Engl J Med. 2014;370(22):2071–82.24836310 10.1056/NEJMoa1402584

[6] Costabel U, Inoue Y, Richeldi L, et al. Efficacy of Nintedanib in Idiopathic Pulmonary fibrosis across prespecified subgroups in INPULSIS[J]. Am J Respir Crit Care Med. 2016;193(2):178–85.26393389 10.1164/rccm.201503-0562OC

[7] King TE Jr., Bradford WZ, Castro-Bernardini S, et al. A phase 3 trial of pirfenidone in patients with idiopathic pulmonary fibrosis[J]. N Engl J Med. 2014;370(22):2083–92.24836312 10.1056/NEJMoa1402582

[8] Noble PW, Albera C, Bradford WZ, et al. Pirfenidone for idiopathic pulmonary fibrosis: analysis of pooled data from three multinational phase 3 trials[J]. Eur Respir J. 2016;47(1):243–53.26647432 10.1183/13993003.00026-2015PMC4697914

[9] Canestaro WJ, Forrester SH, Raghu G, et al. Drug Treatment of Idiopathic Pulmonary Fibrosis: systematic review and network Meta-Analysis[J]. Chest. 2016;149(3):756–66.26836914 10.1016/j.chest.2015.11.013

[10] Richeldi L, Cottin V, Du Bois RM, et al. Nintedanib in patients with idiopathic pulmonary fibrosis: combined evidence from the TOMORROW and INPULSIS(^®^) trials[J]. Respir Med. 2016;113:74–9.26915984 10.1016/j.rmed.2016.02.001

[11] Taniguchi H, Ebina M, Kondoh Y, et al. Pirfenidone in idiopathic pulmonary fibrosis[J]. Eur Respir J. 2010;35(4):821–9.19996196 10.1183/09031936.00005209

[12] Stevens DA, Schwartz HJ, Lee JY, et al. A randomized trial of itraconazole in allergic bronchopulmonary aspergillosis[J]. N Engl J Med. 2000;342(11):756–62.10717010 10.1056/NEJM200003163421102

[13] Wark PA, Hensley MJ, Saltos N, et al. Anti-inflammatory effect of itraconazole in stable allergic bronchopulmonary aspergillosis: a randomized controlled trial[J]. J Allergy Clin Immunol. 2003;111(5):952–7.12743557 10.1067/mai.2003.1388

[14] Agarwal R, Dhooria S, Singh Sehgal I, et al. A Randomized Trial of Itraconazole vs Prednisolone in Acute-Stage allergic bronchopulmonary aspergillosis complicating Asthma[J]. Chest. 2018;153(3):656–64.29331473 10.1016/j.chest.2018.01.005

[15] Bollong MJ, Yang B, Vergani N, et al. Small molecule-mediated inhibition of myofibroblast transdifferentiation for the treatment of fibrosis[J]. Proc Natl Acad Sci U S A. 2017;114(18):4679–84.28416697 10.1073/pnas.1702750114PMC5422806

[16] Sermet-Gaudelus I, Lesne-Hulin A, Lenoir G, et al. Sputum itraconazole concentrations in cystic fibrosis patients[J]. Antimicrob Agents Chemother. 2001;45(6):1937–8.11353659 10.1128/AAC.45.6.1937-1938.2001PMC90579

[17] Forbes B, Asgharian B, Dailey LA, et al. Challenges in inhaled product development and opportunities for open innovation[J]. Adv Drug Deliv Rev. 2011;63(1–2):69–87.21144875 10.1016/j.addr.2010.11.004

[18] Campa CC, Silva RL, Margaria JP, et al. Inhalation of the prodrug PI3K inhibitor CL27c improves lung function in asthma and fibrosis[J]. Nat Commun. 2018;9(1):5232.30542075 10.1038/s41467-018-07698-6PMC6290777

[19] Fernandez IE, Eickelberg O. New cellular and molecular mechanisms of lung injury and fibrosis in idiopathic pulmonary fibrosis[J]. Lancet. 2012;380(9842):680–8.22901889 10.1016/S0140-6736(12)61144-1

[20] Moss BJ, Ryter SW, Rosas IO. Pathogenic mechanisms underlying idiopathic pulmonary Fibrosis[J]. Annu Rev Pathol. 2022;17:515–46.34813355 10.1146/annurev-pathol-042320-030240

[21] Elkhoely A, Estfanous RS, Alrobaian M, et al. Repositioning itraconazole for amelioration of bleomycin-induced pulmonary fibrosis: Targeting HMGB1/TLR4 Axis, NLRP3 inflammasome/NF-κB signaling, and autophagy[J]. Life Sci. 2023;313:121288.36528079 10.1016/j.lfs.2022.121288

[22] Wark PA, Gibson PG, Wilson AJ. Azoles for allergic bronchopulmonary aspergillosis associated with asthma[J]. Cochrane Database Syst Rev, 2003(3): Cd001108.10.1002/14651858.CD00110812917898

[23] Salez F, Brichet A, Desurmont S, et al. Effects of itraconazole therapy in allergic bronchopulmonary aspergillosis[J]. Chest. 1999;116(6):1665–8.10593792 10.1378/chest.116.6.1665

[24] Reagan-Shaw S, Nihal M, Ahmad N. Dose translation from animal to human studies revisited[J]. Faseb j. 2008;22(3):659–61.17942826 10.1096/fj.07-9574LSF

[25] Bergagnini-Kolev M, Kane K, Templeton IE, et al. Evaluation of the potential for drug-drug interactions with inhaled itraconazole using physiologically based pharmacokinetic modelling, based on phase 1 Clinical Data[J]. Aaps j. 2023;25(4):62.37344751 10.1208/s12248-023-00828-z

[26] Elkhoely A, Estfanous RS, Alrobaian M et al. Repositioning itraconazole for amelioration of bleomycin-induced pulmonary fibrosis: Targeting HMGB1/TLR4 Axis, NLRP3 inflammasome/NF-κB signaling, and autophagy[J]. Life Sci, 2023, 313.10.1016/j.lfs.2022.12128836528079

[27] Li R, Jia Y, Kong X, et al. Novel drug delivery systems and disease models for pulmonary fibrosis[J]. J Control Release. 2022;348:95–114.35636615 10.1016/j.jconrel.2022.05.039

[28] Spagnolo P, Kropski JA, Jones MG, et al. Idiopathic pulmonary fibrosis: Disease mechanisms and drug development[J]. Pharmacol Ther. 2021;222:107798.33359599 10.1016/j.pharmthera.2020.107798PMC8142468

[29] Spagnolo P, Maher TMA. Long and Winding Road: Drug Development in Idiopathic Pulmonary Fibrosis[J]. Am J Respir Crit Care Med. 2024;209(9):1072–3.38445949 10.1164/rccm.202402-0290VPPMC11092949

[30] Iyer SN, Gurujeyalakshmi G, Giri SN. Effects of pirfenidone on transforming growth factor-beta gene expression at the transcriptional level in bleomycin hamster model of lung fibrosis[J]. J Pharmacol Exp Ther. 1999;291(1):367–73.10490926

[31] Lee WT, Lee H, Kim J, et al. Alveolar macrophage phagocytosis-evading inhaled microgels incorporating nintedanib-PLGA nanoparticles and pirfenidone-liposomes for improved treatment of pulmonary fibrosis[J]. Bioact Mater. 2024;33:262–78.38076650 10.1016/j.bioactmat.2023.11.005PMC10708963

[32] West A, Chaudhuri N, Barczyk A, et al. Inhaled pirfenidone solution (AP01) for IPF: a randomised, open-label, dose-response trial[J]. Thorax. 2023;78(9):882–9.36948586 10.1136/thorax-2022-219391

[33] Benitez LL, Carver PL. Adverse effects Associated with Long-Term Administration of Azole Antifungal Agents[J]. Drugs. 2019;79(8):833–53.31093949 10.1007/s40265-019-01127-8

[34] Lawson WE, Polosukhin VV, Stathopoulos GT, et al. Increased and prolonged pulmonary fibrosis in surfactant protein C-deficient mice following intratracheal bleomycin[J]. Am J Pathol. 2005;167(5):1267–77.16251411 10.1016/S0002-9440(10)61214-XPMC1603790

[35] Endo M, Oyadomari S, Terasaki Y, et al. Induction of arginase I and II in bleomycin-induced fibrosis of mouse lung[J]. Am J Physiol Lung Cell Mol Physiol. 2003;285(2):L313–21.12679322 10.1152/ajplung.00434.2002

[36] Kolb P, Upagupta C, Vierhout M et al. The importance of interventional timing in the bleomycin model of pulmonary fibrosis[J]. Eur Respir J, 2020, 55(6).10.1183/13993003.01105-201932165401

[37] Song S, Fu Z, Guan R et al. Intracellular hydroxyproline imprinting following resolution of bleomycin-induced pulmonary fibrosis[J]. Eur Respir J, 2022, 59(5).10.1183/13993003.00864-2021PMC906897534561295

[38] Geng Y, Li L, Yan J, et al. PEAR1 regulates expansion of activated fibroblasts and deposition of extracellular matrix in pulmonary fibrosis[J]. Nat Commun. 2022;13(1):7114.36402779 10.1038/s41467-022-34870-wPMC9675736

[39] Della Latta V, Cecchettini A, Del Ry S, et al. Bleomycin in the setting of lung fibrosis induction: from biological mechanisms to counteractions[J]. Pharmacol Res. 2015;97:122–30.25959210 10.1016/j.phrs.2015.04.012

[40] Liu W, Han X, Li Q, et al. Iguratimod ameliorates bleomycin-induced pulmonary fibrosis by inhibiting the EMT process and NLRP3 inflammasome activation[J]. Biomed Pharmacother. 2022;153:113460.36076570 10.1016/j.biopha.2022.113460

[41] Xie T, Wang Y, Deng N, et al. Single-cell deconvolution of Fibroblast Heterogeneity in Mouse Pulmonary Fibrosis[J]. Cell Rep. 2018;22(13):3625–40.29590628 10.1016/j.celrep.2018.03.010PMC5908225

[42] Hardie WD, Glasser SW, Hagood JS. Emerging concepts in the pathogenesis of lung fibrosis[J]. Am J Pathol. 2009;175(1):3–16.19497999 10.2353/ajpath.2009.081170PMC2708789

[43] Leask A, Abraham DJ. TGF-beta signaling and the fibrotic response[J]. Faseb j. 2004;18(7):816–27.15117886 10.1096/fj.03-1273rev

[44] Morse C, Tabib T, Sembrat J et al. Proliferating SPP1/MERTK-expressing macrophages in idiopathic pulmonary fibrosis[J]. Eur Respir J, 2019, 54(2).10.1183/13993003.02441-2018PMC802567231221805

[45] Kim KK, Sheppard D, Chapman HA. TGF-β1 signaling and tissue Fibrosis[J]. Cold Spring Harb Perspect Biol, 2018, 10(4).10.1101/cshperspect.a022293PMC588017228432134

[46] Henderson NC, Rieder F, Wynn TA. Fibrosis: from mechanisms to medicines[J]. Nature. 2020;587(7835):555–66.33239795 10.1038/s41586-020-2938-9PMC8034822

[47] Meng XM, Nikolic-Paterson DJ, Lan HY. TGF-β: the master regulator of fibrosis[J]. Nat Rev Nephrol. 2016;12(6):325–38.27108839 10.1038/nrneph.2016.48

[48] Eun JW, Yoon JH, Ahn HR, et al. Cancer-associated fibroblast-derived secreted phosphoprotein 1 contributes to resistance of hepatocellular carcinoma to sorafenib and lenvatinib[J]. Cancer Commun (Lond). 2023;43(4):455–79.36919193 10.1002/cac2.12414PMC10091107

[49] Jiang R, Lo J, Prell C, et al. Milk osteopontin promotes intestinal development by up-regulating the expression of integrin αvβ3 and CD44[J]. Faseb j. 2023;37(6):e22988.37219531 10.1096/fj.202300092R

[50] Nallasamy P, Nimmakayala RK, Karmakar S, et al. Pancreatic tumor microenvironment factor promotes Cancer Stemness via SPP1-CD44 Axis[J]. Gastroenterology. 2021;161(6):1998–e20137.34418441 10.1053/j.gastro.2021.08.023PMC10069715

[51] Chen S, Zhang M, Li J, et al. β-catenin-controlled tubular cell-derived exosomes play a key role in fibroblast activation via the OPN-CD44 axis[J]. J Extracell Vesicles. 2022;11(3):e12203.35312232 10.1002/jev2.12203PMC8936047

[52] Fu M, Shu S, Peng Z, et al. Single-cell RNA sequencing of coronary perivascular adipose tissue from end-stage heart failure patients identifies SPP1(+) macrophage subpopulation as a target for alleviating Fibrosis[J]. Arterioscler Thromb Vasc Biol. 2023;43(11):2143–64.37706320 10.1161/ATVBAHA.123.319828PMC10597444

[53] Robinson NB, Krieger K, Khan FM, et al. The current state of animal models in research: a review[J]. Int J Surg. 2019;72:9–13.31627013 10.1016/j.ijsu.2019.10.015

# Supplementary material for: Inhalation of itraconazole mitigates bleomycin-induced lung fibrosis via regulating SPP1 and C3 signaling pathway pivotal in the interaction between phagocytic macrophages and diseased fibroblasts
**Source:** J Transl Med. 2024 Nov 25;22:1058. doi: 10.1186/s12967-024-05895-0
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplemental data**

**Supplemental Table S1.** Ashcroft scale for pulmonary fibrosis.

| Grading criteria |
| --- |
| Grade 0. Normal lung tissue. |
| Grade 1. Slightly thickened alveoli or bronchiole wall. |
| Grade 2. Between Grade 2 to Grade 3. |
| Grade 3. Moderate alveolar or bronchiole wall fibrous thickening, no obvious lung tissue structure destruction. |
| Grade 4. Between Grade 3 to Grade 5. |
| Grade 5. Fibrotic enhancement with clear tissue structure destruction, fibrous bundle or fiber mass formation. |
| Grade 6. Between Grade 5 to Grade 7. |
| Grade 7. Severe destruction of lung tissue structure, large fibrotic area, accompanied by honeycomb lung formation. |
| Grade 8. Fibrous occlusion of the whole lung tissue area. |

**Supplemental Table S2.** H&E staining pathological grading criteria for lung tissue inflammation.

| Grading criteria |
| --- |
| Grade 0 Normal |
| Grade 1 Mild inflammatory cell infiltration, no tissue damage observed |
| Grade 2 Mild to moderate inflammatory cell infiltration, mild tissue damage |
| Grade 3 Moderate inflammatory cell infiltration, mild tissue damage |
| Grade 4 Moderate to severe inflammatory cell infiltration with significant tissue damage |
| Grade 5 Severe inflammatory cell infiltration with significant tissue damage and changes |

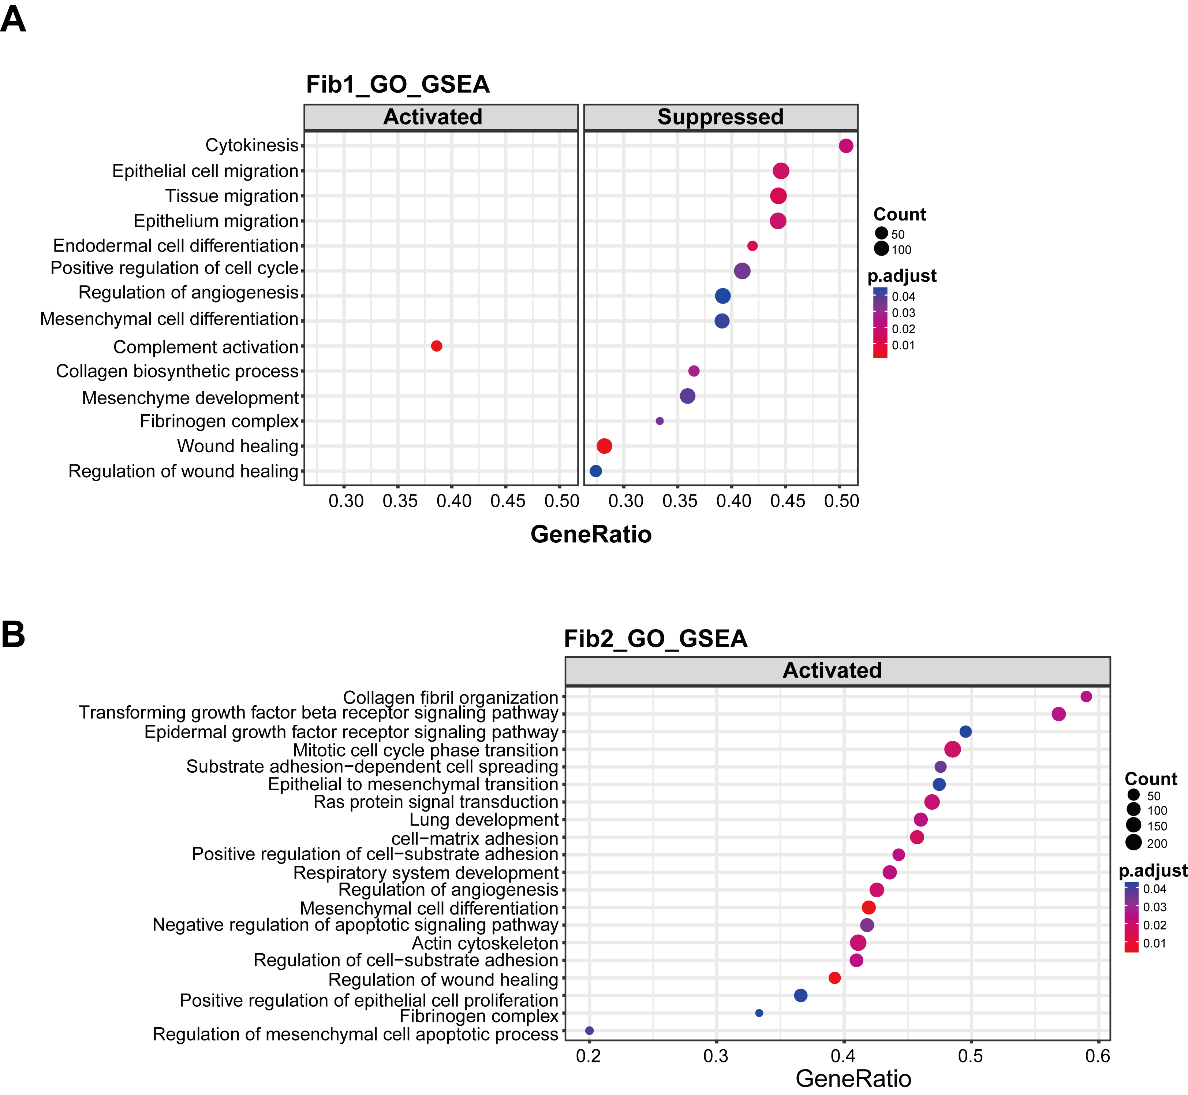

**Supplemental Figure S1** (**A-B**) GSEA GO enrichment analysis of Macro1-2.

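Gene set enrichment analysis ranks all genes by their difference between groups and asks whether the genes of a set gather at one end of the ranking. The caption names macrophage groups here and fibroblast groups for Supplementary Figure S2, while the results text cites them the other way round. For Macro1-like cells the neutrophil, endothelial and B cell transcript lists, which such a ranking would also meet, had medians of -0.18 (percentile 29.2), -0.37 (percentile 3.45) and -0.84 (percentile 0.440) on the log2 scale. Those for club cell and alveolar type II cell transcripts were 0.14 (percentile 88.3) and 0.13 (percentile 95.3), and that for fibroblast transcripts was -0.03 (percentile 69.3).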

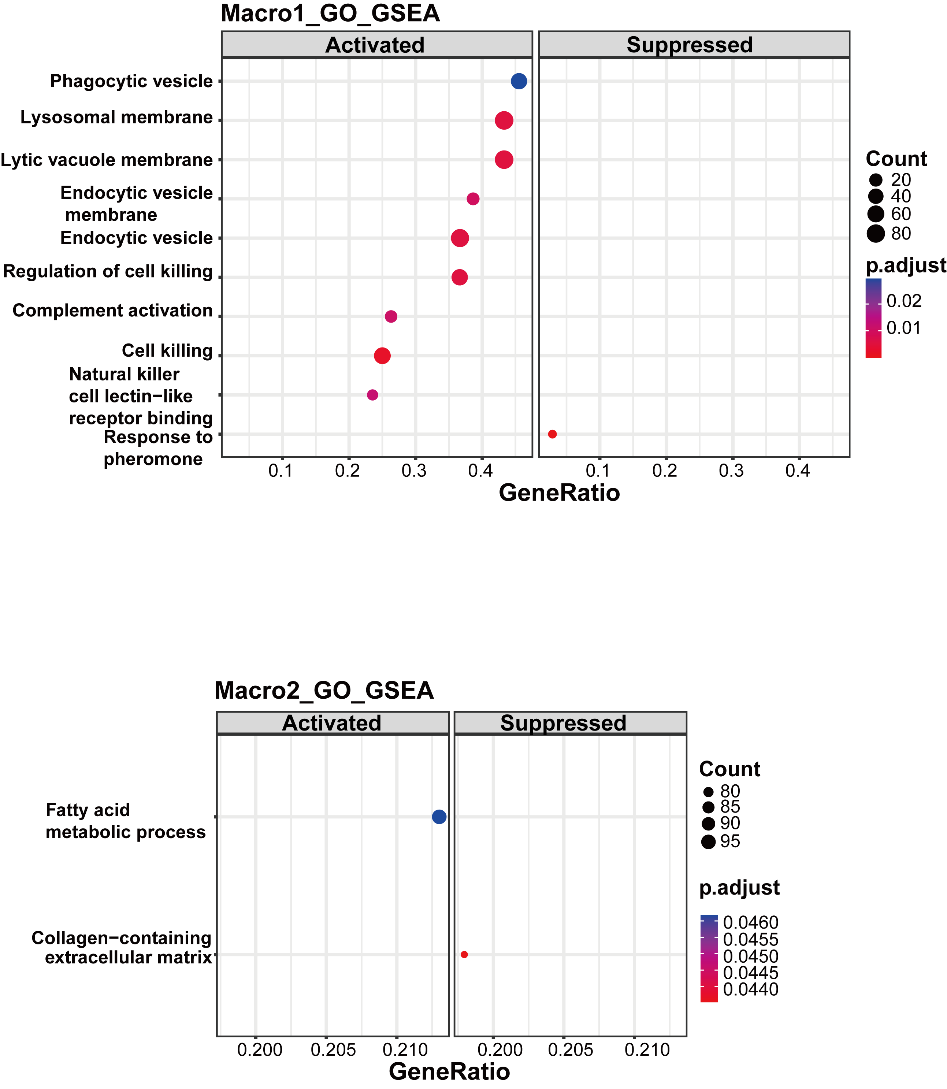

**Supplemental Figure S2** (**A-B**) GSEA GO enrichment analysis of Fib1 and Fib2.

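Transcripts of other cell types in the fibroblast classes were followed with lists as well. In Fib1-like cells club cell transcripts had a median log2 ratio of 1.95 (percentile 100), and alveolar type II cell transcripts of 0.89 (percentile 99.95), each over 5 genes. A single ITR cell held 44621 of the 46419 Scgb1a1 UMIs of the class. How far the other genes of these lists rest on that cell was not tested. Endothelial and neutrophil transcripts were at 0.25 (percentile 93.8) and -0.03 (percentile 45.3), and fibroblast transcripts at -0.06 (percentile 30.7). In Fib2-like cells the club cell, endothelial, neutrophil and fibroblast lists were at 0.17 (percentile 73.4), -0.03 (percentile 36.0), -0.23 (percentile 4.41) and 0.10 (percentile 99.5).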

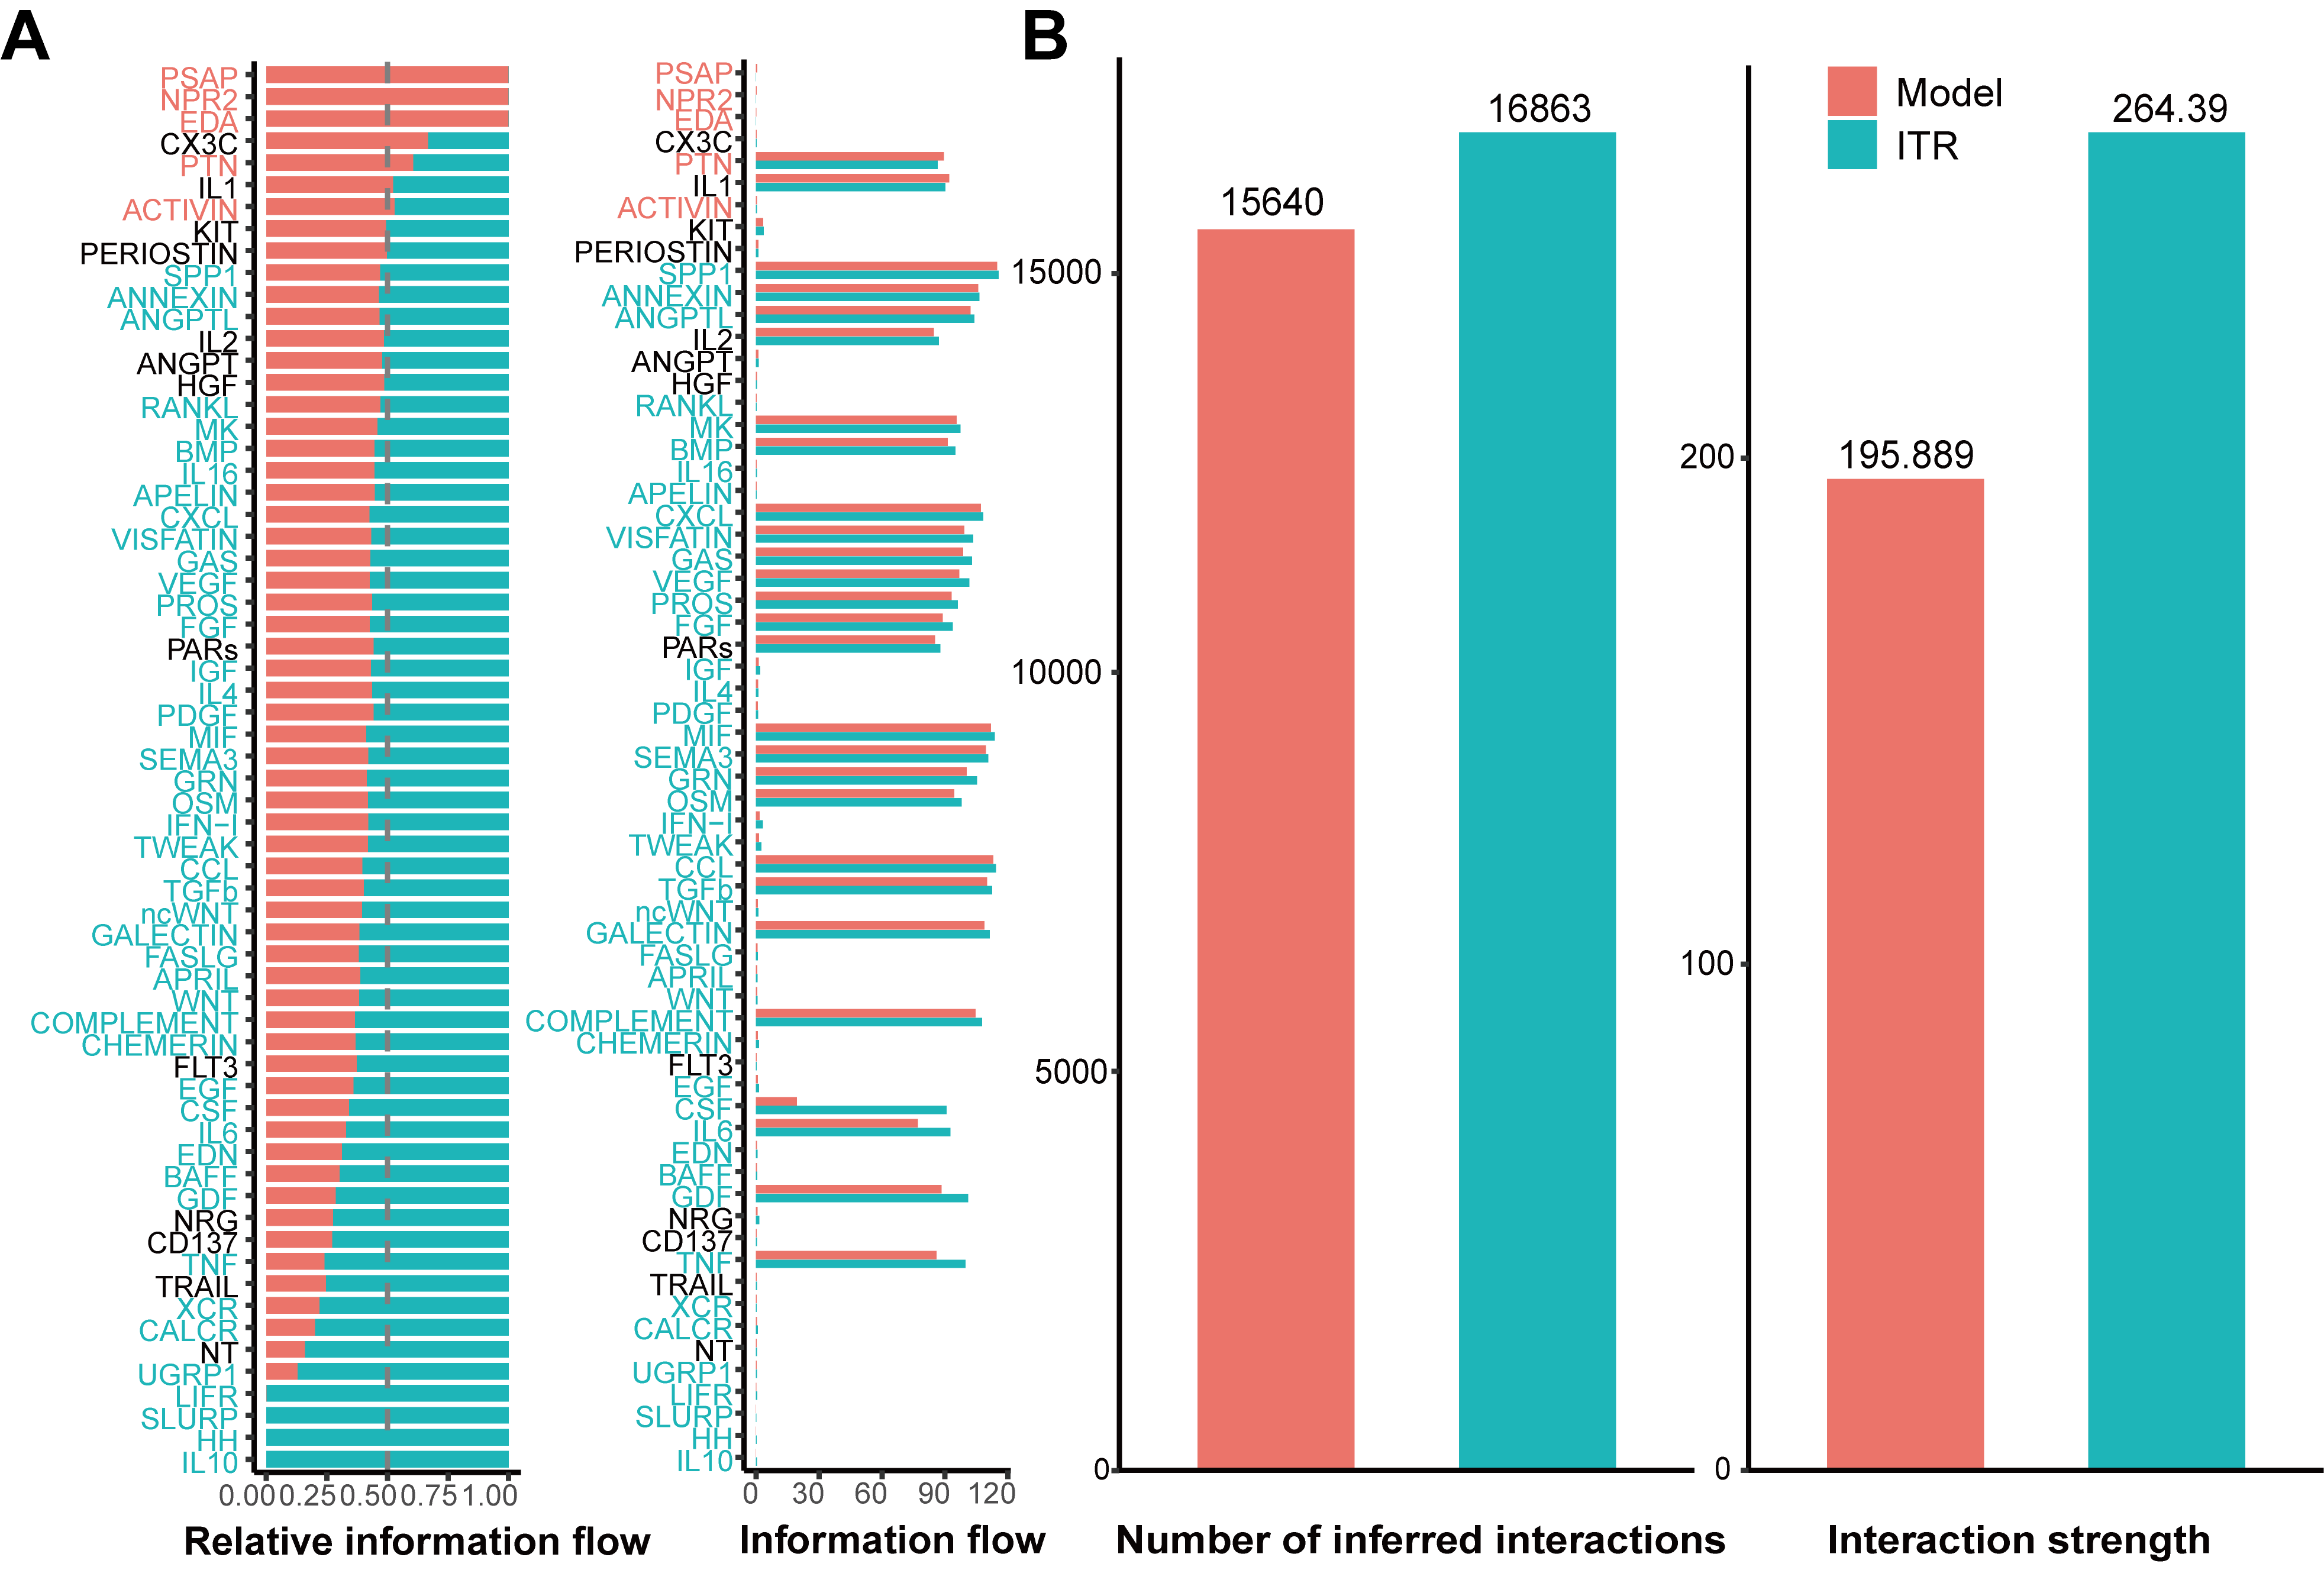

**Supplemental Figure S3** (**A-B**) The overall absolute and relative information flow bar charts for the Model and ITR group.

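Information flow in CellChat is the sum of the communication probabilities of a pathway over all pairs of cell groups. It depends on the groups entered and on the share of cells in which a ligand or receptor is detected, and it was not rebuilt here.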

How the deposited data were processed for this re-analysis (not part of the article)

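Lungs of bleomycin-treated mice without treatment (Model) and with inhaled itraconazole (ITR) were dissociated, and each group gave 1 single-cell library of the 10x Genomics 3′ type, prepared by the labels from a pool of 6 mice. The authors ran the Cell Ranger count module, and the file headers name version 4. What was deposited is a matrix of UMI counts per gene and barcode for each library, with no normalization and with empty droplets still in it. The genome build is not named in the methods text. Of the 32285 gene identifiers in the files 32158 (99.6%) were found in GENCODE M21 on GRCm38, from which gene positions were taken.

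From these counts, cells were called anew. Barcodes above the order-of-magnitude cutoff for 3000 expected cells were kept, and the barcodes below it with at least 500 UMIs were tested against the profile of the barcodes ranked 45001 to 90000 by UMIs, with 10000 simulated profiles and a false discovery rate of 0.01. This test added 7577 Model and 6983 ITR barcodes of the 7685 and 7114 tested. Called barcodes numbered 12898 and 12446. Cells with under 200 genes or over 25% mitochondrial UMIs were removed, after the limits in the methods. The procedure was tested on simulated data over 32285 genes. Of 1000 simulated empty droplets it called 5 with the Model profile and 4 with the ITR profile, and of 500 real cells thinned in depth it called 498 (99.6%) and 497 (99.4%).

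Values were scaled to 10000 UMIs per cell, log-transformed after adding 1, standardised per gene and limited to 10. The first clustering used 2000 variable genes, 30 principal components, 20 neighbours and the Leiden method at resolution 1. Fibroblast-like cells were clustered again with 1000 variable genes, 15 components, 15 neighbours and resolution 0.3, and macrophage-like cells with 1000 variable genes, 20 components, 15 neighbours and resolution 0.5. The 31 genes the study names were left out, so that the classes do not rest on the genes compared. The seed was 1. No correction between the libraries was made, since the methods describe none.

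The markers of each class, the settings above, the gene lists, the rule for naming genes and 13 alternatives were fixed before the data were examined. The rule that turns markers into a name was not. It was written after the clusters of the main setting had been seen, and revised. A cluster took the name of the class with at least 3 markers detected in at least 10% of its cells and raised at least 2-fold, with 5 CPM added to both levels. It stayed unnamed when its 10 or 50 leading genes, among those detected in at least 20% of its cells, held more markers of another class, or when a second class was raised too and no own marker was among the leading genes. A cluster of low depth against the median of its libraries also needed its own marker among the 10 leading genes, and the 30 most abundant genes of empty droplets did not count there. Sub-clusters needed 3 detected markers and a mean rise above 0. For the name Macro2-like no mean rise was asked: 3 Macro1 markers had to be detected and 3 of the Macro2 genes raised. The third version of the rule is used throughout. The fourth version was written after the class counts of every setting had been seen, and is given only as an added alternative. The condition on leading genes was at first not applied to the name Macro2-like. It was added at the same late stage. Under it, sub-clusters of 5 Model and 7 ITR cells with 3000 and 2000 variable genes, and of 22 and 26 cells with each library scaled on its own, do not take the name. In the joint clustering of macrophage-like cells and the low-UMI cluster, an added alternative, it keeps the name from sub-clusters of 134 Model and 107 ITR cells and of 0 Model and 56 ITR cells. The counts of the 4 fibroblast and macrophage classes in the main setting are the same in both of these versions.

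Levels are UMIs of a gene summed over a class, scaled to 1000000 UMIs of the class (CPM). With 1 library per condition no test between conditions was possible, and no p-value, standard error or count of changed genes is given. Intervals at 95% are exact Poisson intervals for sums, exact binomial intervals for shares and exact conditional intervals for ratios, and they cover counting error only. A count of 0 was given the share that 3 counts would make. The classes differ in the precision they allow: Fib1-like cells held 2830287 and 2440709 UMIs in the Model and ITR libraries, Fib2-like cells 1668320 and 2793175, and Macro1-like cells 6386417 and 10469879. Tested on simulated data with 200 changed genes, the interval of the ratio covered the true value for 190 genes in Fib1-like cells (11043 genes), 190 in Fib2-like cells (10470 genes) and 193 in Macro1-like cells (11613 genes). Of 100 unchanged simulated lists 5, 4 and 3 fell outside the middle 95% of random lists. Both tests drew the sums as Poisson counts, the model that the intervals assume. They hold no spread between cells, so they do not show the coverage for genes whose UMIs lie in few cells.

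Besides every gene the study names, the genes with the 5 largest and the 5 smallest log2 ratios in each class were named, among genes with at least 100 UMIs in the class, with 1 UMI added to each sum. A gene that this rule picked in Fib1-like cells is not reported here. There were 6684 such genes in Fib1-like, 5847 in Fib2-like and 8601 in Macro1-like cells. The 14 gene lists cover complement, collagen and matrix, wound healing, lung development, lysosome, phagocytosis, cell killing and fatty acid metabolism, and the transcripts of fibroblasts, club cells, alveolar type II cells, endothelial cells, B cells and neutrophils. A list's genes with at least 20 UMIs entered, and 10000 random lists were drawn from bins of 50 genes of like level. Shares of cells with a UMI were also computed with each cell thinned to 3000 UMIs.

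Alternatives were the order-of-magnitude cutoff alone, limits of 500 genes and 10% mitochondrial UMIs, removal of doublets, a doubled and a halved resolution, 3000 and 2000 variable genes, the study's genes kept in the clustering, each library scaled on its own, classes from the markers in each cell, means of log values, subtraction of free RNA, thinned cells and CellChat-type trimeans. For doublets, a Scrublet-type score was computed per library from 2 simulated doublets per cell with 2000 variable genes and 30 components. The cells of highest score were removed at 0.8% per 1000 cells, which came to 1278 Model cells (10.1%) and 1149 ITR cells (9.59%). For free RNA, the share to subtract was 2.29% and 9.14% in Fib1-like cells, 1.63% and 2.80% in Fib2-like cells and 2.46% and 4.23% in Macro1-like cells, and the high ITR value in Fib1-like cells rests on 1 cell rich in Scgb1a1. Gene ontology terms, the CellChat database, pseudotime and the other assays of the study were not analysed here. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, igraph 0.11.9 and leidenalg 0.10.2.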

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

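All tests in this part were chosen after the results were seen. The clusters below stayed unnamed, hold at least 50 cells and differ at least 3-fold in share between the libraries, limits that were also set after the data were seen. The paper does not report them. With 1 library per condition, each difference can come from 1 pool of mice, and no biological explanation was tested. Doublet scores are compared with the 2505 of all 24619 cells (10.2%, 9.80 to 10.6) that lay above the score limit of their library. The score cannot separate doublets from rare cell types with many UMIs, and the readings of doublets below rest on it and on the depth of the cells.

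A cluster led by the neuronal transcripts Pcsk1n, Snap25, Prph and Uchl1 held 510 ITR cells, 4.26% of that library, and 1 Model cell (0.00791%). The median depth of its cells was 697 UMIs, while the Model cell had 104269. Free RNA as the whole source is argued against by Scgb1a1, which made up 1.41% of the cluster's UMIs in the ITR library and 18.4% of those in empty droplets. Doublets are argued against by a share of 2.74% (1.51 to 4.55) above the score limit. Nerve tissue in the ITR pool, the treatment and debris of low depth stay open and were not tested.

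A cluster led by the cartilage genes Cytl1, Mia, Snorc and Acan held 31 Model cells (0.245%) and 133 ITR cells (1.11%). Of its cells 70.1% lay above the doublet score limit, with a median of 17174 UMIs against 1869 in the cells below it, so doublets that include a cartilage cell are a candidate explanation of the cluster. They would not by themselves explain its larger size in the ITR library. More large airway in the tissue of the ITR pool cannot be told apart from other sources. The share of smooth muscle cell-like cells was higher by 1.43 percentage points (1.02 to 1.85). That of ciliated cell-like cells changed by -0.168 (-0.352 to 0.0142), within counting error, so these shares do not settle the question.

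A cluster led by Rbp7, Rgs5, Adamts4 and Cd300lg held 30 Model cells (0.237%) and 91 ITR cells (0.759%). The share of its cells above the doublet score limit was 8.26% (4.03 to 14.7). This argues against doublets as the source of most of the cluster, while single doublets among its cells are not excluded. The treatment and the tissue of each pool stay open and were not tested.

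A cluster led by the lymphatic endothelial transcripts Ccl21a, Mmrn1, Nts and Reln was larger in the Model library, with 70 cells (0.554%) against 20 ITR cells (0.167%). In it 62.2% of the cells lay above the doublet score limit. The median depth of the whole cluster was 5185 UMIs, close to the 5137 of all cells. It was 9403 in the cells above the limit and 673.5 in those below, and the first value is consistent with doublets in a large part of the cluster. Intact lymphatic cells among them are not excluded.

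A cluster led by Serpinb2, Prg4, Alox15 and Saa3 held 10 Model cells (0.0791%) and 67 ITR cells (0.559%). Of its cells 42.9% lay above the doublet score limit. Doublets should hold more UMIs than single cells of the cluster, but the median was 12783 above the limit and 15352 below. Doublets cannot be told apart from single cells of many UMIs here, because the score and the depth point in different directions. The treatment and the place of the cells in the tissue stay open too.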

How the results depend on the processing

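The tests added after the data were seen include the counting of the fibroblast sub-cluster of high Acta2 (sub-cluster 3) with Fib1-like or with Fib2-like cells. They also include the joint clustering of the unnamed low-UMI cluster with macrophages and the removal of the 2 cells with most UMIs of a gene. Further ones are the leaving out of the macrophage sub-clusters with alveolar macrophage as best marker set, and the fourth naming rule. The thinning of the Macro2 marker shares and the estimate of Cd44 from free RNA were added late too. No paired analysis was possible because each condition has 1 library. A value counted as the same if it stayed within the counting interval of the main value. For gene lists the width of the random-list range was used, and for numbers of cells, classes and products a fixed fold limit. Only a main value beyond its interval or range could count as reversed, so sign changes of the lung development list do not. Over the results that answer a comparison, the alternatives listed in the processing summary left 137 values the same, moved 60 and reversed 5. Those added later left 35 the same, moved 17 and reversed 4. Among the other results 117 stayed, 22 moved and 4 reversed. The Fib1-like share was lower in the ITR library under every alternative that was run, and the Fib2-like share higher, although within counting error with sub-cluster 3 counted with Fib2-like cells. The cause of a change was not tested except where a construction is named.

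With the order-of-magnitude cutoff alone, 5316 Model and 5444 ITR cells were kept, by construction those of higher depth. The share differences of B cell-like and T cell-like cells turned to 0.919 and 2.15 points, and that of Macro1-like cells was 10.2 under both naming rules. That of alveolar macrophage-like cells moved to -7.49 points. The log2 ratio of Acta2 in Fib1-like cells turned to -1.17, Spp1 in Macro1-like cells moved to -0.0531, 6 of 10 Spp1 and integrin products were higher in ITR, the C3 products reached 0.22 with Itgax and 0.0838 with Itgam, and the wound healing list -0.26. The cause was not tested.

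With at least 500 genes and at most 10% mitochondrial UMIs, the T cell-like difference turned to 0.0412 points and the Fib2-like difference was 7.60 under both naming rules. Cd44 moved to -0.12, Spp1 to -0.63, the C3 and Itgax product to -0.10 and the lung development list in Fib2-like cells to -0.0495. The cause was not tested.

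With doublets removed, the Fib2-like difference was 5.52 points under both rules, Acta2 turned to -1.42, Fn1 moved to -0.65, Cd44 to -0.53, C3 to 0.48, the wound healing list to -0.32 and the lung development list to -0.0338. No Macro1-like cells were named here under the third rule, so Spp1, the products and the Macro1-like lists have no value. The cause was not tested.

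At the doubled resolution the Macro1-like difference was 9.22 points under both rules, Fn1 -0.46, Tgfb2 1.37, Cd44 -0.69, C3 0.59, Spp1 -0.85 and the lung development list -0.0367, and 9 of 20 Spp1 and integrin products were higher, as Macro2-like senders entered. At the halved resolution Acta2 was 0.34, and no Macro1-like cells were named under the third rule. The cause was not tested.

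With 3000 and 2000 variable genes the Macro1-like difference was -0.849 points, within counting error, Spp1 moved to -0.93 and the C3 and Itgam product to 0.22. With the study's genes kept in the clustering, the Macro2-like difference was 2.46 points under both rules, Fn1 -0.40, Cd44 -0.56, Spp1 -0.69 and the lung development list -0.0743, and 10 of 20 Spp1 and integrin products were higher. With each library scaled on its own, the difference in alveolar macrophage-like cells turned to 3.94 points, the Macro1-like difference was 11.1 under both rules, Fn1 -0.31, C3 0.48, Spp1 -0.67, the C3 and Itgam product 0.0511 and the lung development list -0.0665. The cause was not tested.

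With classes from the markers in each cell, the differences were -16.9 points for Fib1-like, 3.11 for Macro1-like and 5.07 for Macro2-like cells, the last of which is not separated from free RNA. As means over cells of log(1 + UMIs per 10000), which by construction weigh each cell alike, the difference in Acta2 turned to -0.0216. These are differences of natural log values, whose size is not that of a log2 ratio, and they were -0.0422 for Fn1, 0.0356 for Tgfb1, -0.0855 for Tgfb2, -0.13 for Tgfb3, -0.13 for Cd44, 0.27 for C3 and -0.19 for Spp1. With free RNA subtracted Acta2 turned to -0.75, a value that rests on 1 ITR cell rich in Scgb1a1, and Spp1 moved to -0.64. With cells thinned to 3000 UMIs Acta2 was 0.0297, Fn1 -0.0846, Tgfb2 0.21, Cd44 -0.61, C3 0.51 and the C3 and Itgax product 0.30. As CellChat-type trimeans, 5 of 10 Spp1 and integrin products were higher. The cause was not tested.

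Of the alternatives chosen after the data were seen, counting sub-cluster 3 with Fib1-like cells, which by construction adds its Acta2, gave a Fib1-like difference of -20.1 points, turned Acta2 to -2.63 and Tgfb3 to 0.25, and moved Fn1 to -1.02, Tgfb1 to -0.40, Tgfb2 to -1.36, Cd44 to -1.33 and C3 to 1.01. Counted with Fib2-like cells, the sub-cluster moved the Fib2-like difference to 2.23 points. Leaving out the 2 cells with most UMIs of the gene turned Acta2 to -0.95. Clustering the low-UMI cluster with the macrophages gave a Macro1-like difference of -0.305 points (-2.36 to 1.73), within counting error. Leaving out the sub-clusters of alveolar macrophage markers, which by construction lowers the denominator more in the Model, moved that difference to 6.98 points. Under the fourth naming rule, the Fib2-like difference with the order-of-magnitude cutoff was 20.9 points, from 166 and 264 cells where the third rule names 75 and 137. The Macro1-like difference with doublets removed was 11.7, from 180 and 282 cells, and with 3000 and 2000 variable genes 2.94. At the halved resolution it named 380 Model and 560 ITR cells as Macro1-like. Both naming rules were set after clusters had been seen, and the third also gives no value where it names no class. Spp1 in Macro2-like cells has no value in the main setting.

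Depth limits the levels of Tgfb1 and Tgfb2 in Fib1-like cells, with 148 and 154 UMIs of Tgfb1 and 193 and 145 of Tgfb2, whose intervals include a ratio of 0 on the log2 scale in the main setting. That of Tgfb2 lay below 0 without the 2 cells of most UMIs, at -0.40. Itgam in Macro1-like cells, with 377 and 382 UMIs, had a log2 ratio of -0.69 (-0.90 to -0.49), so depth does not hide its change. In the product with C3, the falls of Itgam and of Itgb2 (-0.27) offset the rise of C3 (0.37) in Fib1-like cells.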

Differences from the paper's values

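The Macro2 share of macrophages is about 9% in the Model and about 27% in the ITR group of Fig. 6, read by eye, and was 0% and 0% here, as no sub-cluster took the name. With the resolution doubled it was 6.00% and 6.28%, which comes within 1.5 times the paper's value in the Model only. With the study's genes kept in the clustering it was 2.99% and 5.45%, and neither value does. With classes from the markers in each cell, 10.4% of Model and 15.5% of ITR macrophage-like cells were Macro2-like, of which the Model value comes within 1.5 times the paper's. At equal depth, at least 3 of the 4 Macro2 genes were not found more often than in B cell-like cells beyond counting error. This holds for macrophage-like cells with Macro1 as the best marker set. Over all macrophage-like cells the Model share was higher, 4.72% (3.58 to 6.10) against 2.47% (1.77 to 3.37). The ITR share was not, at 5.34% (4.06 to 6.88) against 4.32% (3.22 to 5.68). In the joint clustering with the low-UMI cluster, chosen after seeing the data, 2 sub-clusters kept from the name by a condition added late held 6.96% and 6.71%, and again the Model value alone does. None of the alternatives set before the data were examined closed the gap for the ITR group.

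The macrophage share of cells is about 20% in the Model and about 24% in the ITR group of Fig. 4C, read by eye, and was 9.62% and 9.31% here. The populations need not be the same, since 12637 Model and 11982 ITR cells were the denominators here and the paper's clusters were named by its own markers. None of the alternatives set before the data were examined closed the gap, with values from 4.57% to 13.1% in the Model and from 5.83% to 15.2% in the ITR library. Of the settings chosen after seeing the values, the joint clustering of the low-UMI cluster with the macrophages gave 15.2% and 20.3%, and the fourth naming rule with 3000 and 2000 variable genes 13.5% and 18.6%, all within 1.5 times the paper's values.

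The legend of Fig. 6 states that the share of Macro1 falls with ITR, and here the difference in Macro1-like cells was 17.4 percentage points, or 6.98 with the sub-clusters of alveolar macrophage markers left out of the macrophages, chosen after seeing the data. Among the settings run, it was below 0 only with 3000 and 2000 variable genes, at -0.849, and, chosen after seeing the data, with the low-UMI cluster joined, at -0.305. Both values lay within counting error, with intervals of -4.17 to 2.52 and -2.36 to 1.73. Macrophage sub-clusters 1 and 4 were also high in Spp1, but had alveolar macrophage as the best marker set and stayed unnamed. They took 24.5% and 16.8% of the Model and 15.6% and 1.52% of the ITR macrophage-like cells. The difference therefore depends on whether such cells count as the paper's Macro1. The paper reports lower Acta2 in Fib1 cells, where the log2 ratio was 0.74. It was below 0 with the order-of-magnitude cutoff alone (-1.17), with doublets removed (-1.42), with free RNA subtracted (-0.75) and as means of log values (-0.0216), and, chosen after seeing the values, without the 2 cells with most Acta2 (-0.95) and with sub-cluster 3 counted (-2.63), a sub-cluster low in the markers of both classes. The Acta2 value with free RNA subtracted rests on a single ITR cell rich in Scgb1a1, and that from means of log values was small. Lower Tgfb1 is also reported, and its ratio was 0.27 with an interval of -0.06 to 0.61. The added setting with sub-cluster 3, chosen after seeing the values, gave -0.40.

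For the signals from SPP1 to integrins the paper states a rise with ITR. The 10 products here all hold the lower Spp1 level of ITR Macro1-like cells, so they are not 10 separate results. Of these, 0 of 10 products were higher. With the order-of-magnitude cutoff alone 6 of 10 were, as trimeans 5 of 10, at the doubled resolution 9 of 20 and with the study's genes kept 10 of 20. A rise is also stated for C3 and its integrin receptors, where the ratios were 0.07 and -0.11 and both intervals include 0. They were 0.22 and 0.0838 with the order-of-magnitude cutoff alone, 0.30 for Itgax in thinned cells, and for Itgam 0.22 with 3000 and 2000 variable genes, 0.0511 with each library scaled on its own and 0.0132 at the doubled resolution. For Itgax it was also above 0 in every setting that gave a value, except the stricter limits on cells, and with doublets removed and at the halved resolution there is no value. The paper gives Spp1 and Cd44 crosstalk for Macro1 and Fib1 alone, and the product toward Fib2-like cells was also measurable, with a ratio of -0.74 against -0.98 toward Fib1-like cells. As trimeans the log2 ratio was 0.61 toward Fib2-like and -0.65 toward Fib1-like cells. Development is described as activated in Fib2, and the list had a median of 0.09 at percentile 85.6 of random lists. Phagocytosis is given as a term of Macro1, and against the other macrophage-like cells, which include 3 sub-clusters with alveolar macrophage as the best marker set, the list lay at percentile 15.9 in the Model and 55.4 in the ITR library.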

Other observations

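The tests on Macro2-like cells and on the share of cells with Cd44 were planned, and those on sub-cluster 3 counted with Fib1-like cells, on the low-UMI cluster, on the doublets among Acta2-high cells, on the Cd44 that free RNA would bring and on the 2 cells with most Acta2 were chosen after the result was seen. The doublet score cannot separate doublets from rare cell types with many UMIs.

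Macro2-like cells, found with the resolution doubled, hold transcripts of other cell types. Doublets of a macrophage with another cell should hold more UMIs than macrophages, and these cells had a median of 6591 UMIs in the Model library against 20646 for the Macro1-like cells of that setting. Their share above the doublet score limit was higher, 4.55% against 0.735%, so that single doublets among them are not excluded. Free RNA would add the transcripts of every type in 1 proportion. The fibroblast transcripts would need 13.6% of the UMIs to be free RNA, the club cell transcripts 3.85%, the endothelial 5.41% and the B cell ones 2.24%, while neutrophil transcripts lay below their level in Macro1-like cells, which argues against free RNA as the whole source. Uptake of other cells and a type of its own stay open, and neither was tested.

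The paper reports that ITR suppressed the signal of Spp1 and Cd44 between Macro1 and Fib1. A threshold on detection might give this if few ITR Fib1-like cells held Cd44, but 50.5% of them had a UMI, against 58.6% in the Model library, and the trimean of Cd44 is above 0 in both. Such a threshold acts on cells as sequenced. With cells thinned to 3000 UMIs the shares were 26.7% and 31.5%, against 16.1% and 16.3% in endothelial cell-like cells. The Cd44 level of ITR Fib1-like cells was 175 CPM (159 to 193), of which free RNA would bring 39.2, so that most of it is not free RNA by this estimate.

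The lower fibrosis genes of Fib1 might come from a smaller share of Acta2-high cells. Sub-cluster 3, which holds most Acta2 of the Model fibroblast-like cells, is low in the markers of Fib1 and of Fib2, with mean log2 ratios of -2.53 and -2.43 against the other fibroblast-like cells, and its Col13a1 stood at 29.2 CPM in the Model library against 268 in Fib1-like cells. Counting it with either class is therefore a choice that the markers do not settle. Counted with it, Acta2 had a log2 ratio of -2.63 in Fib1-like cells, and 0.74 without. The explanation cannot be told apart from a change within the cells, because the sign without the sub-cluster rests on 2 ITR cells: without the 2 cells of most Acta2 in each library, the ratio is -0.95. Of the cells of sub-cluster 3, 91.7% lay above the doublet score limit, and the median of the sub-cluster was 28188 UMIs. Neither value tells doublets from single fibroblasts of many UMIs. Fibroblast sub-clusters 2, 6 and 7 were led by genes of macrophages, endothelial cells or B cells, while sub-cluster 3 was led by Grem1, Tnn, Spp1 and Cthrc1. Doublets among its cells stay possible and are not shown. The smaller share in the ITR library was not explained by this test.

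The unnamed low-UMI cluster holds Spp1 with stromal transcripts and took 5.60% of Model and 11.0% of ITR cells. Free RNA as its whole source is argued against by Scgb1a1 at 1.62% of its UMIs in the ITR library, against 18.4% in empty droplets. Only 0.148% of its cells lay above the doublet score limit. Broken cells and mixtures of debris stay open and were not tested.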
